# Genome-Wide Screening of Genes Regulated by DNA Methylation in Colon Cancer Development

**DOI:** 10.1371/journal.pone.0046215

**Published:** 2012-10-01

**Authors:** Sándor Spisák, Alexandra Kalmár, Orsolya Galamb, Barna Wichmann, Ferenc Sipos, Bálint Péterfia, István Csabai, Ilona Kovalszky, Szabolcs Semsey, Zsolt Tulassay, Béla Molnár

## Abstract

Tumorigenesis is accompanied by changes in the DNA methylation pattern. Our aim was to test a novel approach for identification of transcripts at whole transcript level which are regulated by DNA methylation. Our approach is based on comparison of data obtained from transcriptome profiling of primary human samples and in vitro cell culture models. Epithelial cells were collected by LCM from normal, adenoma, and tumorous colonic samples. Using gene expression analysis, we identified downregulated genes in the tumors compared to normal tissues. In parallel 3000 upregulated genes were determined in HT-29 colon adenocarcinoma cell culture model after DNA demethylation treatment. Of the 2533 transcripts showing reduced expression in the tumorous samples, 154 had increased expression as a result of DNA demethylation treatment. Approximately 2/3 of these genes had decreased expression already in the adenoma samples. Expression of five genes (*GCG*, *NMES-1*, *LRMP*, *FAM161B* and *PTGDR*), was validated using RT-PCR. *PTGDR* showed ambiguous results, therefore it was further studied to verify the extent of DNA methylation and its effect on the protein level. Results confirmed that our approach is suitable for genome-wide screening of genes which are regulated or inactivated by DNA methylation. Activity of these genes possibly interferes with tumor progression, therefore genes identified can be key factors in the formation and in the progression of the disease.

## Introduction

Changes of gene expression, including activation of oncogenes and inactivation of tumor suppressors, are responsible for formation and development of colorectal cancer (CRC) [1], [2]. Beside the accumulating changes in the DNA sequence, the dysfunction of the epigenetic regulation system can also lead to aberrant formation of the colon epithelia along the progressive process of carcinogenesis [3], [4]. However, it is not clear which molecular events affect individual gene activities and whether it is a direct or an indirect effect [5], [6], [7].

One of the epigenetic processes influencing gene expression is DNA methylation, a post-replicative DNA modification that occurs predominantly in the genome regions rich in CG dinucleotides, so-called CpG islands [8]. Modification of bases by addition of a methyl group can physically inhibit binding of transcription factors, and also permits recruitment of the methyl-CpG-binding domain proteins (eg.: MDB1-3, MeCP2) to promoter regions, which can repress transcription initiation [9]. Aberrant changes of the tissue-specific methylation pattern are frequently manifested in two ways: (i) global hypomethylation, which occurs in the whole genome with aging, and (ii) local hypermethylation of 5′ regulatory regions in tumorigenesis, which usually leads to decreased or ceased transcriptional activity of the affected genes [10], [11], [12]. Hypermethylation mediated changes in gene regulation play a key role during development of several tumor types, including colorectal cancer, and also show a tumor-specific pattern [13].

It is well known, that DNA methylation affects gene activities without changing the DNA sequence itself, and can be reverted by demethylating agents which act by inhibiting DNA methylation, such as 5-aza-2′-deoxycytidine (5-Aza). This gives a theoretical possibility to decelerate or to arrest tumor development in case of early detection. However, for the better understanding of the DNA methylation processes, and for the possibility of using colorectal cancer-specific methylation biomarkers for screening patients, or even to achieve gene-targeted demethylation in the future, the affected genes need to be identified. Although several methylation-regulated genes have been reported to be associated with cancer (including colorectal cancer) development, a detailed process still remains unclear [14], [15], [16], [17], [18], [19].

Although many strategies are available for assessing DNA methylation at the whole genome level including sequencing [20], [21] and array systems [22], [23], these approaches can be sufficient only in case of tissues or cell cultures, from which relatively large amount of starting material (genomic DNA) can be obtained, as different cell types have distinct methylation patterns [24], [25], [26]. Laser capture microdissection (LCM) can serve as an adequate cell separating method [27]. However, the limited amount of the collectable specimen results in a challenging disadvantage in case of methylation studies, because the currently available in vitro amplification techniques cannot conserve the methylation pattern. In contrast, gene expression can be analyzed routinely on laser microdissected cells, which can be combined with microarray analysis to gather information even from a single cell at the whole genome level.

In this paper we present a gene expression based approach which is suitable for efficient, high-throughput, genome-wide screening for methylation-regulated genes, whose reduced expression may be related to cancer progression. The potential of this method was demonstrated previously by identifying 17 transcripts which were downregulated during colorectal cancer progression, and showed increased activity in HT-29 colorectal cancer cells after 5-Aza treatment [28]. Extending the previous study, here we report 154 genes, which are likely inhibited by methylation during the progression of colorectal cancer. The reliability of the method is supported by a wide range of experimental and *in silico* methods presented in this paper. Expression of several transcripts was validated by RT-PCR. We have revealed the relationship between the gene expression and methylation status in case of the *PTGDR* gene by RT-PCR analysis, immunohistochemistry, bisulfite sequencing, and HRM analysis. In PCA analyses normal, adenoma, and CRC samples could be successfully separated based on the expression patterns of these 154 transcripts, both in our own sample set and in independent sample sets obtained from the GEO database.

## Results

### Microarrays of LCM Tissue Samples and HT-29 Cells

Hypermethylation of several genomic regions were previously proven to be associated with oncogenic transformation. Because methylation of the CpG island(s) in a gene’s promoter region can reduce transcription of the gene, we searched for genes with decreasing expression in human colon tumor samples compared to normal colonic epithelial tissues. Expression changes in tumor samples can result from different molecular events including the direct and indirect effects of mutations [29], [30], [31]. However, changes in the expression pattern observed in a demethylated cell culture model can predict which genes are regulated by DNA methylation (Figure 1). Gene expression in tissue samples was studied by HGU133 Plus2.0 microarrays, and the obtained data were analyzed by the SAM (Significance Analysis of Microarrays) algorithm. About 2000 transcripts, belonging to approximately 2500 probe sets, were identified which had decreased expression in the tumor samples (Table S1).

**Figure 1:**
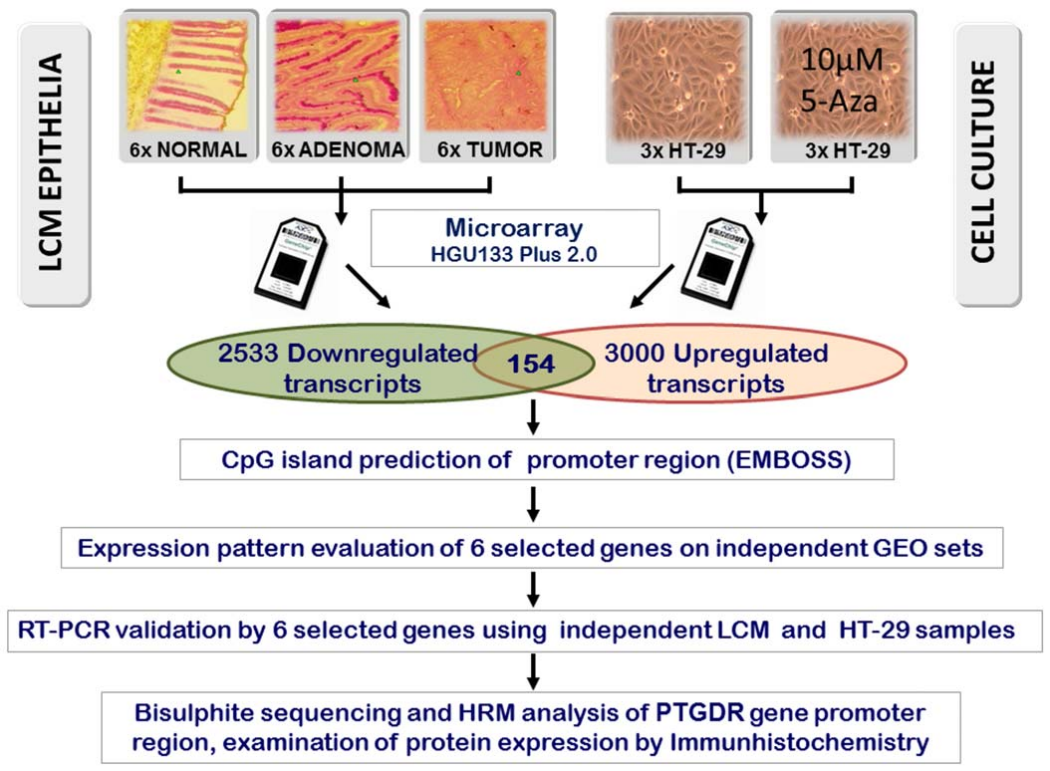
Experimental design.

Genes which are inactivated by hypermethylation can be reactivated by the removal of the methyl groups from the CpG islands of their promoter regions, which can be obtained by growing the cells in the presence of the DNA methyltransferase inhibitor 5-aza-2′-deoxycytidine. 

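HT-29 is a human colon adenocarcinoma cell line, and 5-Aza is a cytidine analog that is built into the DNA of dividing cells and traps DNA methyltransferases there. RNA of cells kept with 10 µM 5-Aza for 72 hours in serum-free medium was hybridized to 3 microarrays, and RNA of control cells that received only the solvent, a mixture of water and acetate, to another 3. The sources used here do not say whether the 3 arrays of a group came from separate cultures, so the p-values given here measure only the spread between these arrays. The sample labels give 3 µg of total RNA and the RNeasy Mini kit, while the methods of the paper give 5 to 50 ng and the RNeasy Micro kit. The submitters' notes name the affy package, without its version, and the deposited values are a linear signal for each of 54675 probe sets. On every array the mean signal was 500 when the lowest and the highest 2% of the probe sets were left out, so the arrays had already been brought to a common level. The background correction and the method that summarized the probes are not named in the text of the paper, and no detection calls were used here.

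For the comparison, 1 was added to each signal and the log2 was taken. The 54614 probe sets left after removal of 61 control probe sets were compared between 5-Aza-treated and control cells with limma, and p-values were adjusted by the method of Benjamini and Hochberg. The number of arrays limits the precision, above all for weak signals. The median SD between replicate arrays was 1.09 on the log2 scale among the 13654 probe sets with the weakest signals (median signal 12.4) and 0.14 among the 13654 with the strongest (median signal 1376). The probe sets for a bacterial transcript (TrpnX) reached a highest signal between 22.6 and 42 on the arrays. Signals under 42 are counted here as not told apart from background. The value of 42 came from control replicate 3, and the treated arrays reached 22.6 to 31.8. A treated signal under 42 can therefore lie above the level of its own array. The median signal was 84.6 ± 1.42 (SD, n = 3) in 5-Aza-treated cells and 74.2 ± 2.56 (SD, n = 3) in control cells, and the difference had p = 0.1 in an exact permutation test (two-sided), the smallest p that 3 arrays against 3 allow. The first principal component, which held 23.0% of the variance, separated the groups. The 5-Aza-treated arrays lay between -79.0 and -62.3 on it and the control arrays between 3.2 and 149.9. Control replicate 2 stood apart from the other arrays there (149.9, the next 56.5). On the second component, which held 21.0%, control replicate 1 was highest (144.6, the next 52.0) and control replicate 2 lowest (-100.8). On control replicate 3 the hybridization controls had a mean signal of 5909, against 10359 to 12843 on the other arrays.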

Gene expression levels in 5-Aza-treated and non-treated HT-29 colon adenocarcinoma cells were compared. Because 5-Aza treatment causes dose-dependent inhibition of cell proliferation [32], [33], [34], MTT assays were used to optimize the treatment concentration. Based on the results 10 µM 5-Aza was applied in the demethylation treatment of HT-29 cells. 

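After 5-Aza treatment, several members of a list of NF-κB targets and chemokines had higher signals in HT-29 cells. None passed an adjusted p under 0.05 over all probe sets in limma. CCL20, which attracts lymphocytes and dendritic cells, had a signal of 3236 ± 167 (SD, n = 3) in treated cells and of 167 ± 115 (SD, n = 3) in control cells, a log2 fold change of 4.69 (SE 0.79, adjusted p = 0.00939 over its list alone and 0.312 over all probe sets, limma). CXCL1, CXCL6 and CXCL8, which attract neutrophils, had log2 fold changes of 3.37, 3.73 (2.45 without control replicate 2) and 2.64. Of the 25 measured members of a list of NF-κB targets and chemokines, 11 rose and 0 fell when adjusted over the list alone. Over all probe sets 0 passed in limma or with the SAM-type statistic, and 3 rose with trend and robust variance. For the SAM-type statistic this 0 decides nothing. In simulations it recovered 0% of changed probe sets at an adjusted p under 0.05, even for a log2 change of 2. At an unadjusted p under 0.05 in limma 14 were higher and 0 lower. The other 7 that rose over the list alone, named after their values were seen, were CXCL3 (2.59), the cytokine IL1B (0.76), TNFAIP2 (0.96), the NF-κB subunits RELB (1.08) and NFKB2 (0.55), and the NF-κB inhibitors NFKBIA (0.82) and NFKBIE (0.62). The probe sets of CXCL2 and CXCL5 in the list had log2 fold changes of -1.23 and 0.020, while another probe set of each gene with the suffix _x_at had 2.33 and 5.37. The list as a whole was higher by camera (adjusted p = 1.77e-11 with the preset correlation, adjusted p = 0.130 with an estimated correlation) and by fry (adjusted p = 0.00847). The count of 11 was 4 without 5-Aza replicate 1, 4 without 5-Aza replicate 2, 5 without 5-Aza replicate 3, 4 without control replicate 1, 4 after median centring, and 6 with the mean of all probe sets of a gene. The median log2 fold change of the list was 0.82 over all arrays and 0.64 to 0.93 without 1 array. After median centring it was 0.63, with 20 of the 25 members positive.

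Cancer-testis genes, which are normally expressed in germ cells, were another group with higher signals. MAGEA4 had a signal of 182 ± 57.7 (SD, n = 3) in 5-Aza-treated cells and of 14.8 ± 12.0 (SD, n = 3) in control cells, a log2 fold change of 3.76 (SE 0.63, adjusted p = 0.0166 over the list alone and 0.307 over all probe sets, limma). TDRD1, MAGEA8 and MAGEB2 had log2 fold changes of 3.28, 3.21 and 1.81. The control signals of MAGEA4, TDRD1 and MAGEA8 were at background, so the size of these values depends on the constant added. With 16 added they were 2.70, 1.45 and 1.87. The mean treated signal of TDRD1 (37.9) was under 42. It lay above the TrpnX level of the same array on 5-Aza replicates 2 (58.8) and 3 (39.5). These 4 of the 35 measured members rose when adjusted over the list alone and 0 fell. Over all probe sets 0 passed in limma, and the 0 of the SAM-type statistic decides nothing there either. At an unadjusted p under 0.05 in limma 9 were higher and 0 lower. With trend and robust variance, MAGEB2 passed over all probe sets as well. MAGEA6, chosen after its values were seen, was strongly expressed without 5-Aza (13627 ± 667, SD, n = 3) and had a log2 fold change of 0.022. The list was higher by camera (adjusted p = 6.38e-05 with the preset correlation, adjusted p = 0.169 with an estimated correlation) and by fry (adjusted p = 0.0216). The count of 4 was 1 without 5-Aza replicate 3, 2 with only probe sets whose mean lies above the median, 7 without control replicate 1 and 8 when 16 was added to the signals in place of 1.

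**Figure D1:**
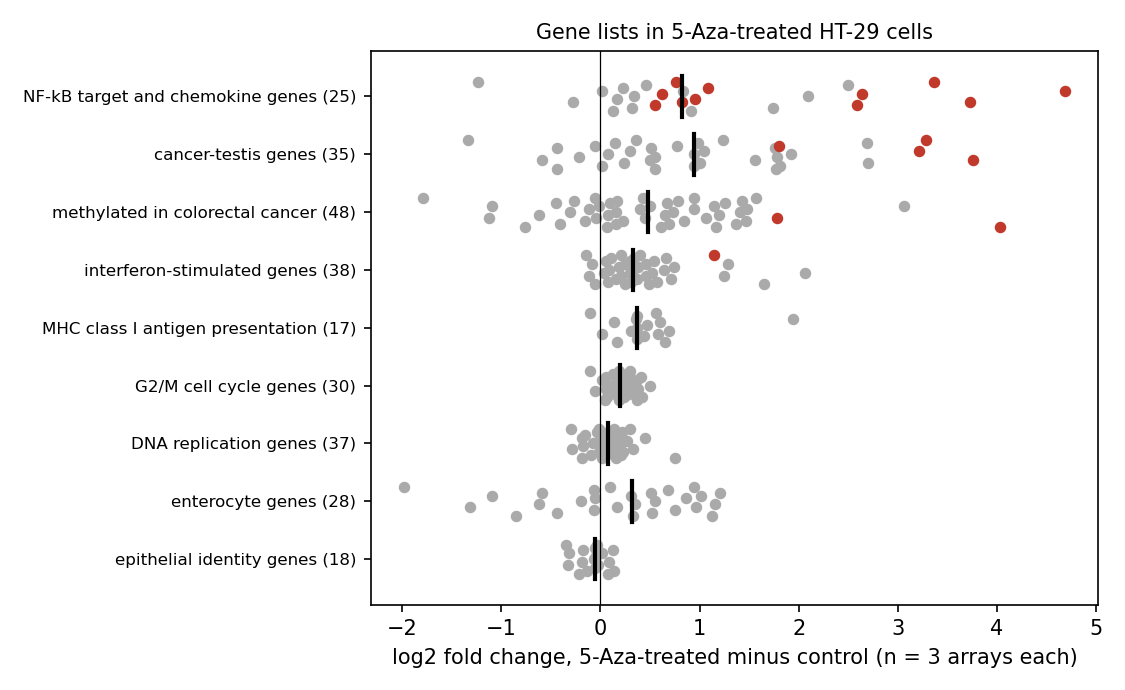
Log2 fold change (5-Aza-treated minus control) of the measured members of 9 gene lists in HT-29 cells, n = 3 arrays per group. Each point is a gene, red points passed an adjusted p under 0.05 over their list alone (limma), black bars are list medians and the number of measured genes is in brackets. The 11 red NF-κB and chemokine genes and the 4 red cancer-testis genes all lie to the right of 0.

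The genes with the largest increases after CXCL5 were IGFBP1, an insulin-like growth factor binding protein (4.70), CCL20, RGS13, a regulator of G protein signaling (4.24), and SST, which encodes the hormone somatostatin (4.03). They were followed by RGS1, MAGEA4, CXCL6, LOC403312, FGF14, CHRNA9 and NLGN4X, down to 3.43. Of these 12 genes, 11 had a mean control signal under 42, and 6 also had a mean treated signal under 42. Among these 6, CHRNA9 and NLGN4X lay above the TrpnX level of the same array on every treated array. The largest decreases (-3.08 to -2.79) were those of LINC01148, DLX6, CBLB, POLB, FOXP2, DNM2, C10orf90, DMGDH, SHC1P1, PTPRE, a probe set of PDGFRA and RUNDC3A-AS1, all with a mean signal of 11.4 or less in treated cells. Of these 12, 10 also had a mean control signal under 42, so both groups were at background there. With 16 added to the signals the decreases were between -1.68 and -1.00 and the increases between 1.41 and 4.47. CXCL1, which is not among these increases, had 3.17 with 16 added, so the ranking depends on the constant. At an adjusted p under 0.05, limma called 0 probe sets higher and 0 lower (smallest adjusted p = 0.0903). The SAM-type statistic also called 0 (smallest adjusted p = 0.4), which decides nothing, as its recovery in the simulations was 0% at this threshold. Trend and robust variance called 22 higher and 1 lower, and the restriction to probe sets above the median signal 9 higher and 0 lower. At an unadjusted p under 0.05, 2873 probe sets were higher and 1078 lower. At an unadjusted p under 0.025, 1621 were higher and 575 lower, where chance gives 1365 in all, and 64.8% of the higher ones had a mean control signal under 42. The share of higher ones, 73.8%, was 54.5% after quantile normalization and 39.0% after median centring, which moved the median log2 fold change of all probe sets from 0.062 to -0.12. The difference between the 3′ and 5′ control probe sets of ACTB, a sign of RNA quality, was 0.73 ± 0.086 (SD, n = 3) in treated and 0.54 ± 0.077 (SD, n = 3) in control cells on the log2 scale (exact permutation test, two-sided, p = 0.1, the smallest possible). That of GAPDH was 0.18 ± 0.048 and 0.13 ± 0.029 (SD, n = 3 each), with overlapping groups (p = 0.2 in the same exact test).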

Because the 5-Aza treatment may not reactivate genes completely, we considered the top 3000 probe sets having the highest log_2_FC values at the significance level of p<0.025 to be potentially upregulated. 

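Of the 154 probe sets of Table S2, 140 had a higher mean log2 signal after 5-Aza treatment and 14 a lower one, with a median log2 fold change of 0.37 (quartiles 0.19 and 0.56), where the median of all probe sets was 0.062. After median centring 117 were higher and 37 lower with a median of 0.19, against -0.12 for all probe sets, and after quantile normalization 135 and 19 with a median of 0.36. The largest values were those of LRMP and GCG, of the transcription factors POU2F3 (2.69) and INSM1 (2.67), and of PIGR (2.38), which carries antibodies across the epithelium. A probe set of PDGFRA (2.14), other than the one among the largest decreases, FUT8-AS1 (1.86) and the secreted Wnt inhibitor FRZB (1.71) came next. Of these 8, 6 had a mean control signal under 42, and PDGFRA was under it in treated cells too (25.2). With 16 added to the signals, INSM1 had 1.29, PDGFRA 0.91 and FRZB 0.91. The groups overlapped for FRZB (SE 1.58), whose value ranged from 0.64 without control replicate 1 to 2.96 without 5-Aza replicate 1. The smallest values were those of UGT2B17 (-2.32), GPR15LG (-1.32, listed as C10orf99), ITM2A (-1.29), LRRC19 (-0.56), a probe set without a gene symbol (-0.48), PGAP4 (-0.47), PTGDR and SPIB (-0.42), and none of these 8 passed an unadjusted p under 0.05. All 8 had a mean signal under 42 in treated cells, and 7 in control cells too. Without 1 array the values ranged from -2.36 to -0.66 for GPR15LG, -2.22 to -0.79 for ITM2A, -1.04 to -0.21 for LRRC19, -1.03 to -0.14 for PGAP4, -0.73 to -0.20 for SPIB, -0.76 to -0.087 for PTGDR and -0.88 to 0.14 for the probe set without a symbol, whose direction turned without 5-Aza replicate 3. In 80 of the probe sets (51.9%) every treated array lay above every control array, which chance gives in 5% for this direction (10% for both), and which 9.29% of all probe sets showed. At an unadjusted p under 0.025, 25 of the 154 were higher, and 10 of the 154 are among the 3000 probe sets with the highest log2 fold change when no p is asked for. At an unadjusted p under 0.05, 43 were higher and 0 lower. At an adjusted p under 0.05, 0 were higher by limma over all probe sets and 0 when adjusted over the list alone (smallest adjusted p = 0.0696), while trend and robust variance gave 1 and 35. The study chose the list on these arrays, so its direction is not independent evidence. The count of 25 was 14, 13 and 9 without 5-Aza replicates 1, 2 and 3, 16 without control replicate 1 and 11 without control replicate 2, 11 after median centring and 52 with trend and robust variance.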

Among the about 2000 transcripts that showed reduced transcription in the colon tumors, 154 genes were found which showed increased expression in the 5-Aza-treated HT-29 cells using the above criteria. Based on the microarray analysis these are candidate genes which are likely silenced in colorectal tumors by DNA hypermethylation either directly or indirectly (Table S2). Interestingly, 108 of the 154 transcripts had significantly decreased levels already in the adenoma samples (Figure S1) (Table S3). Promoter region prediction was performed using the EMBOSS CpG Plot tools. Based on the prediction results and analyses of independent public microarray data, 6 transcripts were selected for further analysis. These transcripts belong to the *GCG* (glucagon), *NMES-1* (normal mucosa of esophagus-specific 1, also called *C15orf48*), *LRMP* (lymphoid-restricted membrane protein), *FAM161B* (family with sequence similarity 161, member B), and *PTGDR* (prostaglandin D2 receptor) genes, which also showed differential expression in our previous pilot study [35], but have not been linked to CRC before, and to *CDKN2B*, a known tumor suppressor gene. Figure 2 represents the expression patterns of this set of 6 genes on our LCM data sets. The heatmap shows relatively high expression of the gene set in normal tissues which decreases during carcinogenesis.

**Figure 2:**
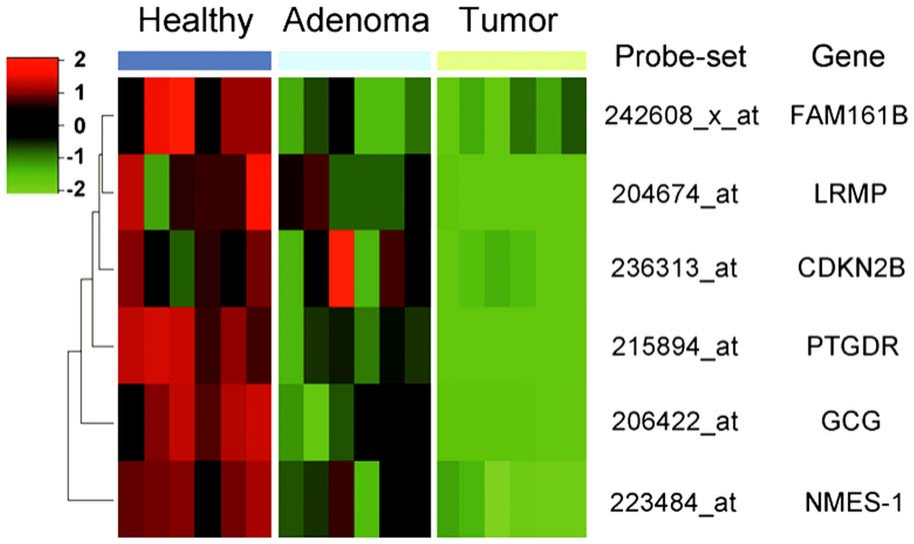
Differential expression of six selected genes in normal colonic epithelial samples, adenoma, and tumor samples. Expression of the tumor suppressor gene *CDKN2B* is shown for comparison. Probe set identification codes and gene names are indicated on the right. The six columns indicate microarray results obtained from six individual samples for each type of tissues. Black squares indicate that gene expression was unchanged in that experiment. The degree of intensity of red or green indicates the level of gene expression high or low, respectively.

### RT-PCR Validation Assays

In the microarray analyses transcription of all of these genes was inhibited in the tumor samples but showed different degrees of heterogeneity in the adenoma samples (Figure 2). Furthermore, these genes were reactivated to different extents as a result of 5-Aza treatment in HT-29 cells. 

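GCG, which encodes the glucagon precursor made by enteroendocrine cells, had a signal of 228 ± 69.0 (SD, n = 3) in 5-Aza-treated HT-29 cells and of 34.4 ± 15.6 (SD, n = 3) in control cells. This is a log2 fold change of 2.78 (SE 0.46), a 6.86-fold higher signal. LRMP (IRAG2 in current tables), a membrane protein of the endoplasmic reticulum, had 148 ± 74.9 in treated and 20.4 ± 14.4 in control cells (SD, n = 3 each), 7.27-fold higher (log2 2.86, SE 0.59). NMES-1 (COXFA4L3 in current tables) had 110.1 ± 21.4 and 60.5 ± 16.8 (SD, n = 3 each), 1.83-fold higher (log2 0.87, SE 0.27). CDKN2B, an inhibitor of cyclin-dependent kinases, had 511 ± 63.8 and 261 ± 115 (SD, n = 3 each), 2.10-fold higher (log2 1.07, SE 0.39). FAM161B had 694.5 ± 47.1 and 529 ± 83.7 (SD, n = 3 each) with its probe set in Table S4, 1.32-fold higher (log2 0.40, SE 0.18). This probe set has the suffix _x_at, so it holds probes that also match other transcripts. The other probe set of FAM161B, without that suffix, had a log2 fold change of -0.95 (SE 0.27), with every treated array below every control array. PTGDR, a prostaglandin D2 receptor, had signals between 0.9 and 5.9 on all 6 arrays with its probe set in Table S2, under the background level, and a log2 fold change of -0.44 (SE 0.47). Other probe sets of PTGDR had 0.57 (SE 1.16), with signals from 3.2 to 52.6, and -1.19 (SE 0.81), and their groups overlapped.

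For GCG, LRMP, NMES-1, CDKN2B and, with the probe set of Table S4 alone, FAM161B every treated array lay above every control array (exact permutation test, two-sided, p = 0.1 for each, the smallest possible), and for PTGDR the groups overlapped (p = 0.5 in the same exact test). The limma p-values adjusted over all probe sets were 0.307 for GCG, 0.428 for LRMP, 0.608 for NMES-1, 0.663 for CDKN2B, 0.723 for FAM161B and 0.869 for PTGDR. GCG, LRMP and NMES-1 passed an unadjusted p under 0.025 as higher, while for FAM161B only the other probe set passed it, as lower, so its direction depends on the probe set. Mean control signals of GCG and LRMP were under the highest TrpnX signal, and with 16 added to the signals in place of 1 the log2 fold change was 2.29 for GCG and 2.13 for LRMP. That of CDKN2B was 0.67 without control replicate 2, and that of FAM161B 0.22 after median centring. Of 21 measured enteroendocrine genes, SST and GCG rose when adjusted over the list alone and 0 fell (0 over all probe sets in limma, 3 higher and 0 lower at an unadjusted p under 0.05). The enteroendocrine list had an adjusted p of 0.0344 by fry and of 0.169 by camera (0.354 with an estimated correlation, 0.0116 with the SAM-type statistic, 0.0145 after median centring). Its count of 2 was 1 without 5-Aza replicate 1, 1 without 5-Aza replicate 2, 1 with the replicate block, 1 with only probe sets above the median signal and 4 without control replicate 2.

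**Figure D2:**
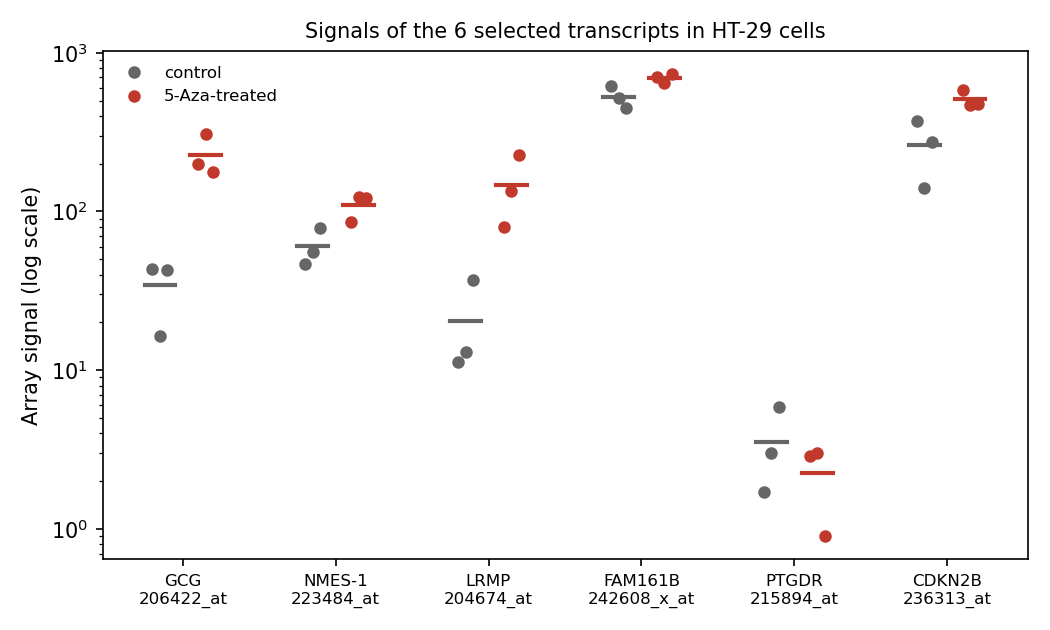
Array signals (log scale) of GCG, NMES-1, LRMP, FAM161B, PTGDR and CDKN2B in control (grey) and 5-Aza-treated (red) HT-29 cells. Points are single arrays (n = 3 per group) and bars are group means. One probe set is drawn for each gene, and that of FAM161B has the suffix _x_at. The treated arrays lie above the control arrays for each of these but that of PTGDR, whose probe set in Table S2 has signals between 0.9 and 5.9.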

In the microarray analysis GCG, NMES-1, and LRMP transcripts showed strong responses (>2.5-fold increase), while FAM161B and PTGDR mRNAs showed weaker responses (<1.5-fold increase). Expression of *CDKN2B*, as a well-known methylation regulated tumor suppressor gene, was validated by RT-PCR before [36]. Furthermore, expression of five selected genes, *GCG*, *NMES-1*, *LRMP*, *FAM161B*, and *PTGDR*, was also tested on independent laser microdissected colonic and also on demethylated HT-29 cells by real-time PCR. The applied PCR primer sequences are given in Table S4.

#### 5-Aza treated HT-29 cells

To study the effect of demethylation, HT-29 cells were treated with 10 µM 5-Aza and the expression level of the selected gene group was examined in comparison with the acetate-treated (solvent for 5-Aza) control samples (Figure 3). After the demethylation, *GCG*, *NMES-1*, and *LRMP* genes showed increasing expression, while transcription of *FAM161B* gene did not change significantly. Similar results were obtained with a 20 µM 5-Aza treatment (data not shown).

**Figure 3:**
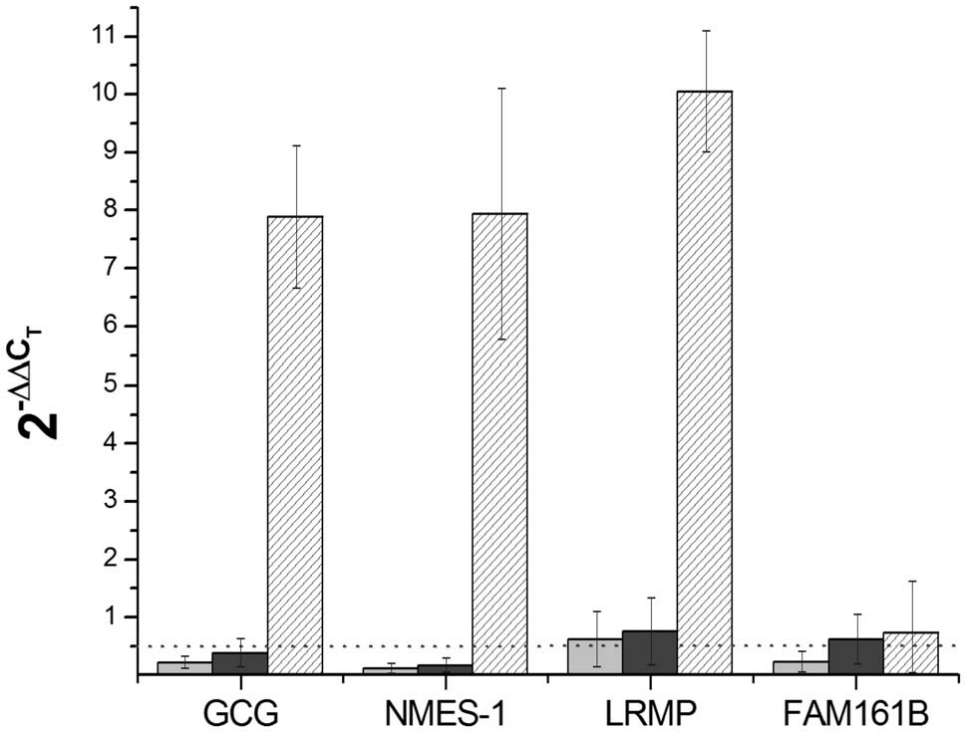
The expression of *GCG*, *NMES-1*, *LRMP*, and *FAM161B* genes, tested on independent laser microdissected colonic and also on demethylated HT-29 cells by real-time PCR. Data analysis was carried out with the comparative Cp method (see Materials and Methods). Genes were considered to be downregulated with 

values lower than 0.5 (50% decrease, horizontal dotted line), and upregulated with values higher than 2 (two-fold increase). GAPDH was used as a control housekeeping gene. Light grey and dark grey columns show gene expression levels in adenoma and in tumor samples relative to normal samples, respectively. Hatched columns indicate the comparison of 5-Aza treated and control cells. Standard deviations of the measured transcript levels were calculated and are indicated for each transcript. Housekeeping gene intensities were averaged for each group.

#### LCM tissue samples

The RT-PCR results were compared in the normal colon mucosa-adenoma and normal colon mucosa-tumor relations in individual tissue samples. These five normal epithelial, five adenoma and four tumor samples were independent of the ones used in the microarray analysis. Results showed good agreement with the microarray analysis, *GCG*, *NMES-1*, and *FAM161B* genes were downregulated in both the adenoma and the tumor samples, while *LRMP* showed reduced expression only in the tumor samples (Figure 3).

*PTGDR* expression showed ambiguous results in the RT-PCR experiments. It did not show a strong response for the 10 µM 5-Aza treatment, but had about 1.7-fold increased expression when cells were treated with 20 µM 5-Aza. Also, PTGDR RNA levels showed heterogeneity in the tissue samples (Figure 4A), therefore we performed further analyses to reveal the background of these observations. Expression values for the 215894_at PTGDR probe set were tested on independent GEO sets (Figure 4 B, C). In these independent sample sets, decreased PTGDR mRNA levels were found already in the adenoma samples, which further decreased in CRC samples.

**Figure 4:**
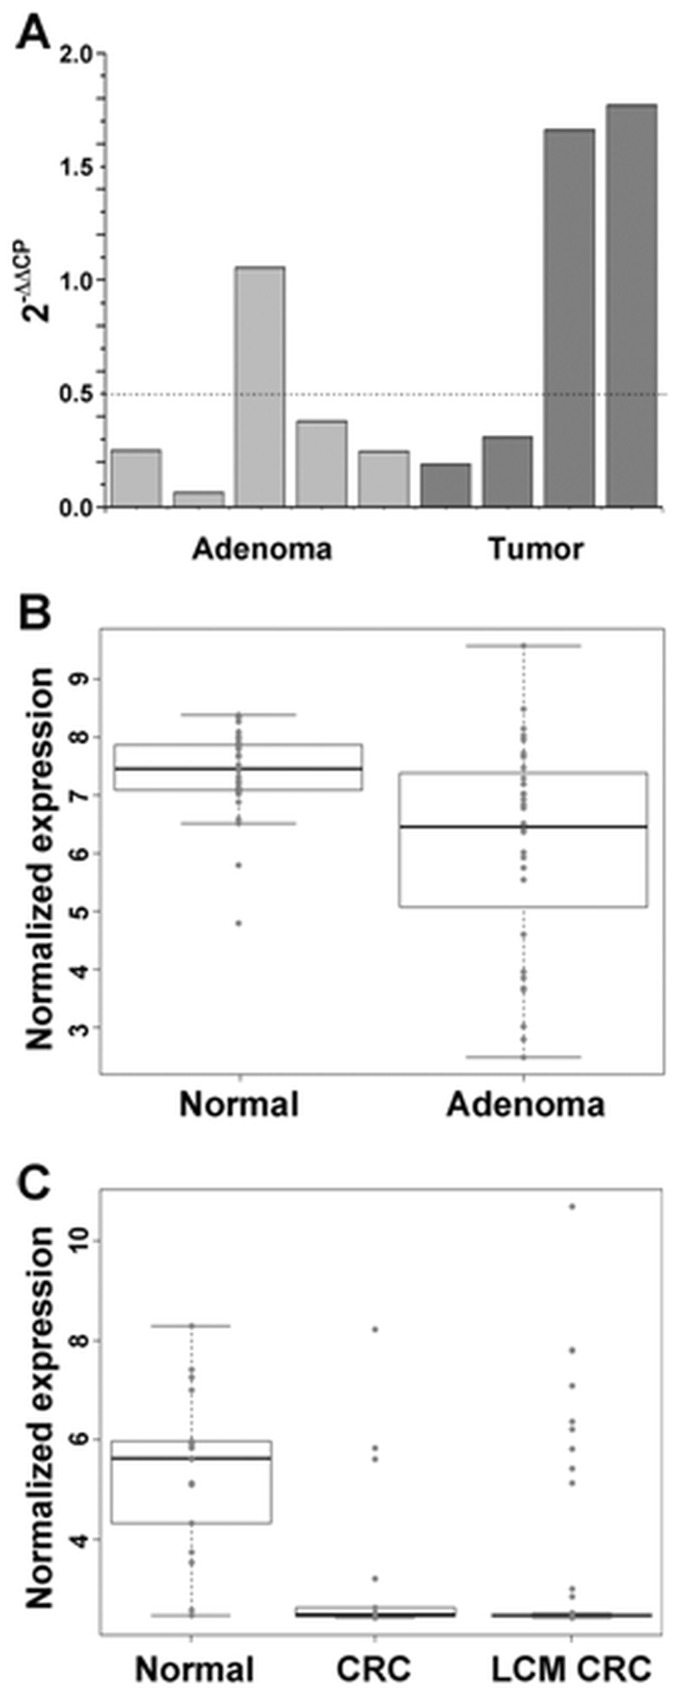
Heterogeneity of PTGDR mRNA expression levels in laser microdissected adenoma and tumor samples. Real-time PCR and data analysis was carried out as described in Materials and Methods. Genes were considered to be downregulated with 

values lower than 0.5 (50% decrease, horizontal dotted line) (A) Expression value distribution of the 215894_at probeset (for *PTGDR* gene) in the GSE8671 (B) and GSE18105 (C) GEO data sets. P values: Normal vs. Adenoma P = 0.000712; CRC vs. Normal P = 0.0003797; LCM CRC vs. Normal P = 0.0000004; LCM CRC vs. CRC P = 0.834.

### Bisulfite-specific PCR and HRM (High Resolution Melting) Analysis

To verify that the regulatory region of *PTGDR* is indeed hypermethylated, we performed bisulfite-specific PCR and high resolution melting analysis on genomic DNA [37]. The standard dilution series were used to test the sensitivity of our HRM assays. According to the normalized melting curves, our assay was able to detect 2% methylated DNA in 98% unmethylated background. The methylation percent of tissue samples was estimated according to their normalized melting curves compared to the standard dilution series. All normal colon mucosa samples normalized melting curve fell between the areas delimited by the 0%-2% standard samples. In case of the tumor samples, 1 specimen was in the 0%-2% methylation range, 2 between 2–25% and two samples showed methylation ratio higher than 25% (Figure 5). Analysis of the selected *PTGDR* region from HT29 cell line showed nearly 100% methylation. For validation, bisulfite sequencing was performed to determine the methylation status of this region. (Figure S2.)

**Figure 5:**
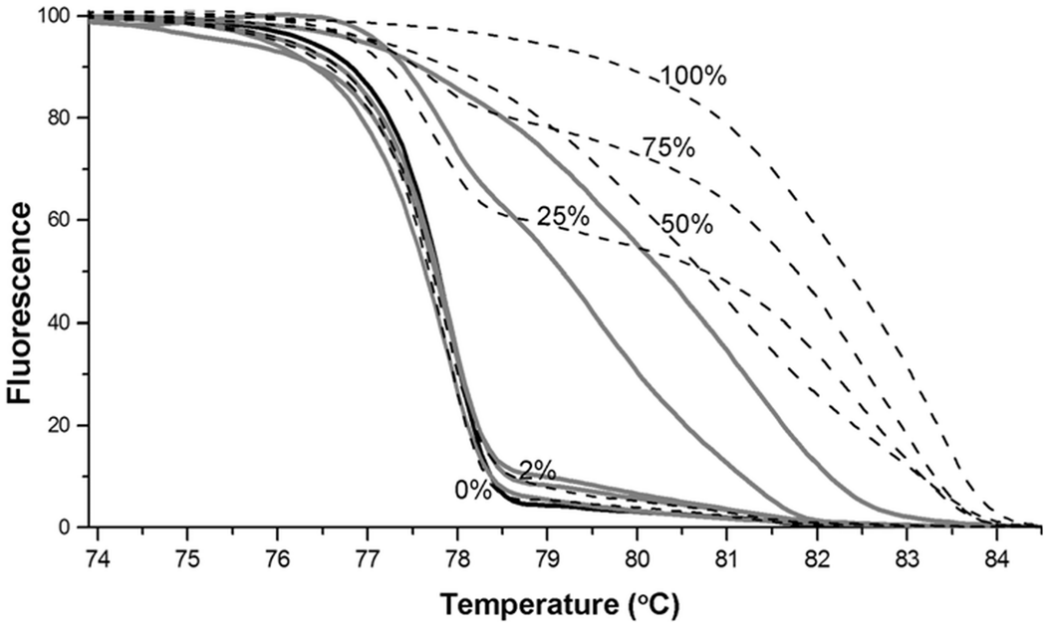
The normalized melting curves of the HRM analyses. Dashed lines represent the standard dilution series from artificially methylated DNA (0%, 25%, 50%, 75% and 100%). The solid black line represents results obtained from a normal sample. Solid grey lines represent results obtained from 5 independent tumorous tissue samples. The HRM analysis can distinguish methylation of the normal and tumorous tissues based on the different G:C contents in the bisulfite-converted promoter sequence. Promoter regions containing more methylated cytosines, which cannot be converted to uracil by the bisulfite treatment, has higher melting temperatures. The melting temperature is proportional to the ratio of non-converted cytosines.

### Tissue Microarray Analysis, PTGDR Immunohistochemistry

The prostaglandin D2 receptor was further studied by immunohistochemistry using TMA slides to determine the effect of DNA methylation on the protein level. Normal colon mucosa samples showed strong epithelial cytoplasmic immunostaining, which sequentially decreased in the adenoma stage near the luminal surface. The immunostaining intensity was further reduced during the progression and only moderate expression could be observed in the tumor samples (Figure 6 left panel). Although in some adenoma and tumorous samples the protein expression was found to be similar to what was detected in the normal epithelium (figure S3). A tendentious PTGDR protein expression decrease was observed in the adenoma-carcinoma sequence progression (Figure 6 right panel).

**Figure 6:**
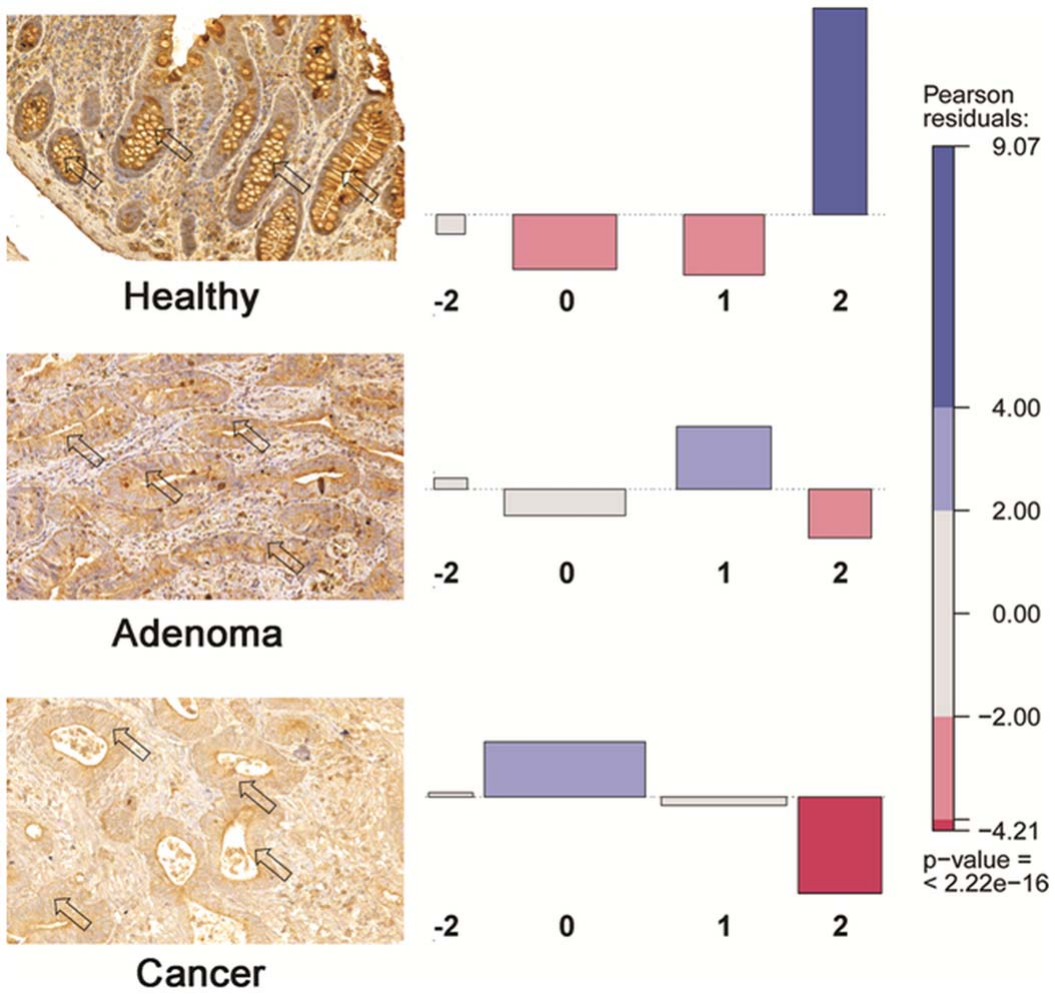
Immunhistochemical staining (20× magnification) of the prostaglandin D2 receptor (PTGDR) protein (left panel) on normal colon (top), adenoma (middle) and tumorous (bottom) colonic tissues illustrating the progressive decrease of the intraepithelial PTGDR protein expression (arrows) in the adenoma-carcinoma sequence. In the normal samples (top), predominantly strong, diffuse cytoplasmic staining was detected, which moderately decreased in the adenoma samples (middle), and only weak cytoplasmic staining was observed in the colorectal cancer samples (bottom). The right panel shows the association plots which represent tendentiously decreasing PTGDR protein expression along the adenoma carcinoma sequence. To measure the association of two variables (expression and disease stage), the Chi-square test was used. The height (and color depth) of the boxes is proportional to the difference between the observed and expected frequency of scores. The downward red colored boxes indicate that the observed frequency is lower than expected. The upward, blue items represent the opposite. PTGDR immunostaining scores: *−*2 = no staining; 0 = weak staining; 1 = moderate staining; 2 = strong diffuse epithelial cytoplasmic immunostaining.

### Testing of Methylation Regulated Genes on Independent Sample/expression Sets by PCA

To test the discriminatory power of the 154 selected genes, which are likely regulated by methylation during carcinogenesis, we have tested them on two independent sample sets from the Gene Expression Omnibus (GEO) public microarray archive. One of the sample sets, GSE8671 [38], contains normal and adenoma, and the other, GSE18105 [39], normal and tumor samples. The latter sample set is especially suitable for validation, since it contains both homogenized and LCM tumor samples. Activities of all the 154 genes in our list were compared using a standard dimension reduction method, principal component analysis (PCA) [40] which transforms the multivariate log_2_-expression data into 2 dimensions. PCA selects the directions with the largest variance then rotates and projects the data into this space. We calculated the transformation matrix using our 6 normal and 6 LCM CRC samples (the adenoma samples were not used during the calculation of the transformation matrix) and used the resulted transformation matrix to project all the samples into the space spanned by the first 2 principal components. The first two components contain 81% of the cumulative total variance; hence one can expect them to faithfully represent the multivariate distribution. Figure 7A shows that the normal and LCM CRC samples are clearly separated, and when the adenoma samples are projected into the PCA space, they are located in between the normal and CRC samples, supporting the hypothesis that adenoma is a transitional state between the normal and CRC phases [2], [41]. Similar results were obtained using only the six genes listed in Figure 2 (data not shown). The discriminatory power of the selected 154 genes was further validated using previously published data sets. The PCA projection which was calculated using solely our LCM CRC and normal samples could also completely separate the normal and adenoma subsets of the GSE8671 study (see Figure 7C). For the other GEO dataset, GSE18105, the separation is almost perfect for both the homogenized CRC and LCM CRC samples, only one point, marked with an arrow in Figure 7B is misclassified. To find the reason of misclassification Euclidean distance analysis was performed in which this particular sample was proven to be an outlier (Supplementary Figure S4).

**Figure 7:**
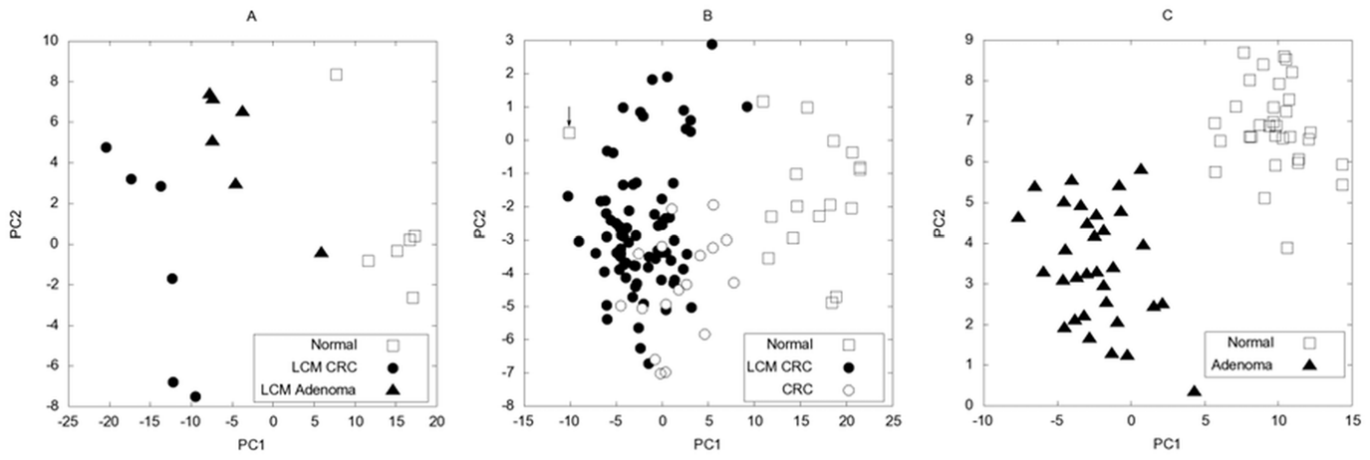
The first 2 principal components (PC) for our LCM (GSE15960) (A), the GSE18105 (B) and GSE8671 sample sets (C). The principal components were calculated from the log_2_-expression values of the 154 selected probe sets for the normal-CRC samples in our LCM set, and then all 3 sets were projected into the principal component coordinate space. Note that this method can be considered as an unsupervised classification, since we did not use explicitly the categories in the data analysis process. Figure 7.A shows that PC transformation separates very well the normal and LCM CRC samples and places the adenoma samples between normal and CRC samples. To validate our list of potential marker genes, we transformed the data of two other independent studies into the same PC coordinates. The two studies from the Gene Expression Omnibus microarray archive were GSE18105 with normal, CRC and LCM CRC samples and GSE8671 with normal and adenoma samples. For both sets the separation of the categories is good except for one outlier point in B marked with an arrow (see discussion in text).

## Discussion

In this study we present a novel high-throughput screening for the selection of a gene group, whose altered gene expression due to the aberrant DNA methylation pattern can be related to cancer. Activity of such genes may inhibit cancer progression, therefore their identification could improve the determination of prognosis.

In a previous work, we have developed an experimental system for identification of methylation regulated genes based on the examination of gene expression levels in clinical LCM samples and in 5-aza treated HT-29 cells. 110 transcripts showed decreased expression in tumor development and 71 upregulated transcripts were identified and a result of the 5-aza treatment. 17 transcripts belonged to both groups, and these transcripts were assumed to be regulated by DNA methylation [28].

In the present work a much broader analysis strategy was used, resulting in identification of 2533 downregulated transcripts during tumor development, and 3000 upregulated transcripts as a result of 5-aza treatment of HT-29 cells (Figure 1). 

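SST and IGFBP7, which are known to be methylated in colorectal cancer, and the interferon-stimulated IFITM1 had higher signals after 5-Aza treatment of HT-29 cells. Of 48 measured genes of the colorectal cancer methylation list, SST and IGFBP7, which binds insulin-like growth factors (log2 fold change 1.78, SE 0.22), rose when adjusted over the list alone and 0 fell. The mean control signal of IGFBP7 (17.1) was under the background level, and its log2 fold change was 1.22 with 16 added to the signals. None of the 48 genes passed over all probe sets in limma (9 were higher and 1 lower at an unadjusted p under 0.05). The list was higher by camera (adjusted p = 0.0103, and 0.169 as the adjusted p with an estimated correlation) and by fry (adjusted p = 0.0216). By camera it did not pass without 5-Aza replicate 1 (adjusted p = 0.0980), without 5-Aza replicate 3 (0.0511), with the mean of all probe sets of a gene (0.444), or with only probe sets above the median signal (0.611). Its count of 2 was 1 with the mean of all probe sets of a gene and 0 with only probe sets above the median signal.

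Of 17 measured genes of MHC class I antigen presentation, 16 had a positive log2 fold change (median 0.37, and 13 with a median of 0.19 after median centring), among them the proteasome subunit PSMB9 (1.94, SE 0.86, 1.02 without control replicate 2) and HLA-F (0.70, SE 0.36, 0.36 without control replicate 1). When adjusted over the list alone, limma called 0 of them higher and 0 lower (4 and 0 at an unadjusted p under 0.05) and trend and robust variance 10 higher. Camera gave an adjusted p of 8.01e-06 for this list (adjusted p = 0.208 with an estimated correlation) and fry 0.0337. Of 38 measured interferon-stimulated genes, 34 had a positive value (27 after median centring) and IFITM1, an antiviral membrane protein, rose when adjusted over the list alone (1.15, SE 0.16), while 0 fell, and 5 were higher and 0 lower at an unadjusted p under 0.05. That 1 gene did not pass without 5-Aza replicate 1, 2 or 3, without control replicate 1 or 2, after median centring or with the SAM-type statistic (0 genes each), and 3 genes passed without control replicate 3, and 0 with the replicate block. Without 1 array the log2 fold change of IFITM1 stayed between 1.05 and 1.21. The interferon list had an adjusted p of 2.71e-05 by camera (adjusted p = 0.354 with an estimated correlation) and of 0.0894 by fry.

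Among 22 measured imprinted genes, NNAT (2.21, SE 0.99, 1.14 without control replicate 3) and PEG10 (1.96, SE 0.49) had the largest values over all arrays, and by limma 0 were higher and 0 lower when adjusted over the list alone (4 and 0 at an unadjusted p under 0.05, 4 higher over the list with trend and robust variance, 2 without 5-Aza replicate 3 and 1 without control replicate 3). This list had an adjusted p of 0.0253 by camera (adjusted p = 0.354 with an estimated correlation), 0.1 by fry, 0.170 without 5-Aza replicate 1, 0.115 without control replicate 1 and 0.120 without control replicate 2. Of 30 measured genes of the G2/M phase of the cell cycle, 28 had a positive value with a median of 0.20 (19 and 0.013 after median centring, 28 and 0.23 after quantile normalization), led by HMMR (0.50, SE 0.22) and TOP2A (0.42, SE 0.19, 0.27 without control replicate 3, 0.24 after median centring), and limma called 0 higher and 0 lower over the list alone and 0 at an unadjusted p under 0.05. Camera gave an adjusted p of 8.91e-04 for the G2/M list (adjusted p = 0.591 with an estimated correlation), 0.107 without control replicate 1 and 0.136 without control replicate 3. The 37 measured DNA replication genes had a median of 0.082 (25 positive, and 10 with a median of -0.10 after median centring), with 0 higher and 0 lower over the list alone by limma (1 and 0 at an unadjusted p under 0.05, 1 higher over the list with trend and robust variance), ORC6 at 0.75 and GINS3 at 0.45 and an adjusted p of 0.337 by camera, which was 9.09e-07 without control replicate 2.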

Methylation related 154 transcripts were present in both groups, i.e. had decreased expression in tumors compared to normal colon mucosa cells and showed increased activity after demethylation treatment of HT-29 colon cancer cells. Therefore these transcripts are likely inhibited by methylation, directly or indirectly during the progression of colorectal cancer. The validity of this list is supported by (i) the presence of many genes which were previously found to be downregulated in colorectal cancer (e.g. *CHGA*, *FCGBP*, *GSN*, *LPP*, *MYH11*, *PLCG2*, *SST*, *NBL1*) [42], [43], (ii) the presence of several known tumor suppressor genes (e.g. *CDKN2B*, *MTUS1*, *RASSF6*, *PDCD4*, *KLF5*, *CDS1*), and (iii) by the results of principal component analyses performed on previously published data sets. 

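In 5-Aza-treated HT-29 cells, the genes named here as lower in colorectal cancer had values on both sides of 0. SST had a signal of 115 ± 33.5 (SD, n = 3) in treated cells and of 6 ± 1.71 (SD, n = 3) in control cells, under the background level (SE of the log2 fold change 0.31, 2.54 with 16 added to the signals, adjusted p = 0.0933 from limma over all probe sets). FCGBP, a mucus protein, had a log2 fold change of 0.96 (SE 0.78), which was 0.084 without control replicate 2. PLCG2 had 0.26 (SE 0.25), the actin-binding GSN 0.18 (SE 0.15, -0.0056 after median centring) and the neuroendocrine protein CHGA 0.079 (SE 0.30). CHGA had -0.13 after quantile normalization, -0.11 after median centring, -0.16 without 5-Aza replicate 1 and -0.035 without control replicate 1. LPP had -0.036 (SE 0.14, 0.021 without control replicate 3), NBL1 -0.28 (SE 0.32, -0.038 without control replicate 3) and the smooth muscle myosin MYH11 -0.46 (SE 0.67). The probe set used for MYH11 had mean signals of 25.5 and 36, under the background level, and ranged from -1.03 to -0.078 without 1 array, while its other probe sets had values from -0.60 to 1.42. After median centring PLCG2 had 0.074. Other probe sets had values from -0.67 to 0.36 for LPP (5 of 7 positive), from -1.14 to 2.14 for PLCG2 and from -0.66 to 1.01 for GSN, so no direction is given for these genes.

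Among the tumor suppressor genes, RASSF6 had a log2 fold change of 0.97 (SE 0.41, 0.52 without control replicate 2), PDCD4 0.48 (SE 0.39, 0.16 without control replicate 1, with mean signals of 32 and 23.2 under the background level), CDS1 0.30 (SE 0.15), KLF5 0.24 (SE 0.15) and MTUS1 -0.033 (SE 0.18), which was 0.034 without 5-Aza replicate 2 and 0.092 without control replicate 2. RARRES1 had 0.85 (SE 0.23, past an unadjusted p under 0.025 in limma), with other probe sets at -0.70 and 0.093. Another probe set of KLF5, with stronger signals, had -0.11, and other probe sets of MTUS1 had -0.074 to 0.27, of CDS1 0.14 to 1.05 and of RASSF6 0.43 and 0.96. The test of the list took 1 probe set for each gene by its signal, which gave CDS1 0.14, KLF5 -0.11 and RARRES1 0.093 in place of the values above. With these, 0 of the 7 measured tumor suppressor genes named by the paper were higher and 0 lower by limma when adjusted over the list alone (1 higher and 0 lower at an unadjusted p under 0.05), and 2 were higher with trend and robust variance. Their list had an adjusted p of 0.234 by camera. The probe set that Table S2 gives for CDKN2C had 0.69 (SE 0.38), and its groups overlapped. Of the other genes that the paper discusses, EFNA5 had 0.23 (SE 0.14) and the DNA repair enzyme MBD4 0.11 (SE 0.13, -0.073 after median centring). After median centring CDS1 had 0.12, KLF5 0.055 and EFNA5 0.045.

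Of the 12 genes that the paper names as lower in colorectal cancer, SST, POU2F3 and PIGR rose when adjusted over this list alone and 0 fell, 0 passed over all probe sets in limma, and 3 were higher and 0 lower at an unadjusted p under 0.05. The paper picked these genes partly on these arrays, so the list is not independent evidence. It had an adjusted p of 0.0212 by camera (adjusted p = 0.354 with an estimated correlation), 0.0952 without 5-Aza replicate 3 and 0.120 without control replicate 2. Its count of 3 was 1 without 5-Aza replicate 1, 2 or 3 or control replicate 1, 1 with the replicate block or with only probe sets above the median signal, and 2 without control replicate 2. From their lower expression in tumors and their increase after demethylation, the paper reasons that the transcripts of Table S2 are likely inhibited by methylation, directly or indirectly.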

There are various genetic and epigenetic factors that can contribute to the decreased expression of genes in tumor cells. We were interested in genes which can be silenced by DNA methylation. Previous studies showed that many genes are inactivated in colorectal cancer cell lines, however, there are large variations between the different cell lines [16], [17], suggesting that not all the inactivated genes are related to tumorigenesis. According to our hypothesis, activity of several genes identified by our approach may interfere with tumor progression. This hypothesis is supported by the presence of the cyclin-dependent kinase inhibitor 2B (*CDKN2B*) and 2C (*CDKN2C*) tumor suppressor genes in the identified gene set. The *CDKN2B* gene is located on chromosome 9p21, a locus at which deletions frequently occur in many primary human tumors, including esophageal carcinoma [44] and colorectal cancer [45]. *CDKN2B*, which was downregulated in our adenoma and colorectal tumor samples is also silenced by DNA methylation in a variety of haematological malignancies [46]. *CDKN2C* was previously reported to be inactivated by promoter hypermethylation in Reed-Sternberg cells in Hodgkin lymphomas, and the loss of CDKN2C showed negative correlation with the overall survival of the patients [47]. Retinoic acid receptor responder 1 (*RARRES1*) is also a tumor suppressor gene. Its expression is frequently downregulated through DNA hypermethylation in several types of malignant tissues. Downregulation of *RARRES1* was suggested to be related to stage D progression of colorectal cancer [48]. Underexpression of several other genes, identified by our approach, was previously described to be associated to colon cancer. For example, the methyl-CpG binding domain protein, MBD4, which is involved in mismatch repair at CpG sites, is affected by frameshift mutations in over 40% of microsatellite unstable sporadic colon cancers [49]. The human polimeric immunoglobulin receptor (PIGR) was found to be underexpressed in colon tumors and also in colon tumor cell lines [50]. Similar to our results, the Ephrin-A5 gene (*EFNA5*) was also reported before as a downregulated gene in colon cancer [51]. The expression of the POU domain class 2 transcription factor 3 (POU2F3) was decreased in the adenoma and the tumorous colonic epithelia. CpG islands in the *POU2F3* regulatory region are often aberrantly methylated in cervical cancer [52].

To evaluate the accuracy of our approach, we measured the expression of five genes by RT-PCR in independent tissue samples. These genes were also identified in our previous pilot study but they have not been linked to CRC before. In case of two genes, *GCG* and *NMES-1*, a remarkable decrease was found in the gene expression already in the adenoma stage. Both genes showed a strong reactivation as a result of a demethylation treatment of HT-29 cells, suggesting that these genes are inactivated by promoter hypermethylation. The *NMES-1* gene (also named as *C15orf48*) is expressed along the healthy gastrointestinal tract and it is frequently downregulated in esophageal squamous cell carcinomas [53]. Aberrant methylation of the *NMES-1* promoter region was also detected in invasive cervical cancer (ICC), but not in normal cervical samples [54]. The protein encoded by the glucagon (GCG) gene is a preproprotein which is cleaved into four distinct mature peptides. These peptides are involved in maintaining nutrient homeostasis, and are regulators of cell proliferation, differentiation, and apoptosis [55]. *FAM161B* is a predicted gene, whose contribution to carcinogenesis has not been reported yet. It was underexpressed in both stages in our experiments, however, it did not show a remarkable activation as a result of 5-Aza treatment.

The prostaglandin D2 receptor (*PTGDR*) gene is located in the prostaglandin receptor cluster. In previous studies the methylation status of *PTGDR* was found to be correlated inversely with its expression in neuroblastoma cell lines [56]. Our microarray results suggested that the PTGDR mRNA level decreases along the adenoma-carcinoma sequence on average. However, analysis of the PTGDR mRNA level by RT-PCR and the PTGDR protein level by immunohistochemistry in individual tissue samples showed heterogeneity. Similar results were obtained by analyzing the previously published GSE8671 and GSE18105 gene expression data sets (Figure 4). The HRM assays detected different levels of CpG methylation in the PTGDR promoter region in individual colon cancer samples. These observations suggest that the *PTGDR* gene is silenced by DNA hypermethylation during the development of certain colorectal tumors. However, it needs further investigations whether PTGDR silencing shows a correlation with the prognosis of the disease.

The microarray data together with the validation results suggest that DNA methylation partially inactivates certain genes already in the early adenoma stage. This observation can be important in the future, because after the early detection of colorectal cancer, gene-specific therapies or targeted gene activation methods can have relevant importance. Interestingly, genes which are downregulated in the adenoma stage do not always show a gradually decreasing activity along the adenoma–carcinoma sequence, i.e. they are expressed at a lower level in the adenoma than in the tumor samples. Also, we observed higher uniformity of adenoma samples than colorectal cancer samples in the PCA analyses of gene expression data sets (Figure 7C vs 7B). This observation suggests that certain genes which are needed to be inactivated for adenoma formation are reactivated in the tumor. It is easier to obtain such patterns of gene activity by reversible epigenetic regulation than by mutations. Methylation-mediated regulation can affect about 60% of the human promoters [11], and allows fine-tuning of gene activities to obtain an optimal combination of expression. This optimal combination may depend on several factors and can change during tumor progression. However, because of the limited number of samples in this work, further studies are needed to verify this conclusion.

Downregulation of many genes identified by our approach is related to tumorigenesis. However, further studies are needed to answer whether the set of underexpresed genes presented in this study is specific to colorectal cancer. Applying our approach to other tumor models would allow investigation of the tumor-specificity of hypermethylation mediated gene inactivation patterns.

## Materials and Methods

### Sample Collection

Tissue samples obtained from surgically removed colon tissues were snap-frozen in liquid nitrogen and stored on −80°C until use. The study included adenoma with low-grade dysplasia samples and left side (sigmoid, rectum), Stage II, moderately differentiated colorectal tumors. The paired control normal colon mucosa specimen originated from the histologically normal area of the removed sample farthest available from the tumor.

The clinicopathological diagnosis was made for each sample by a pathologist. Ethics Committee approval was obtained (Nr.: TUKEB 2005/037. Semmelweis University Regional and Institutional Committee of Science and Research Ethics, Budapest, Hungary) and and written informed consent was provided by all patients [28].

### Laser Captured Microdissection (LCM)

Specimen were embedded in TissueTek OCT compound (Sakura Finetek, Japan), then series of 6 µm sections were mounted onto PALM Membrane Slide 1.0 PEN (Carl Zeiss, Bernried, Germany) at −20°C. The slides were stored at −80°C until ethanol fixation and staining was performed by cresyl violet acetate (Sigma-Aldrich, St. Louis, USA), an alcohol diluted stain [57]. A total of 5×10^3^ colonic epithelial cells were collected from each section in 5 biological replicates using the PALM Microbeam system (PALM, Bernried, Germany) [28].

### Cell Culture Model and 5-Aza Demethylation Treatment

HT-29 colon adenocarcinoma cells (ATCC Number: HTB-38) were grown in RPMI-1640 containing 10% FCS (Sigma-Aldrich) on 37°C in 5% CO_2_ concentration [49]. In 25 cm^2^ cell culture flask, 1,5×10^6^ cells/flask were cultured for 1 day, then for demethylation the cells were treated with 10 µM 5-aza-2′-deoxycitidine (Sigma-Aldrich) for 72 hours in FCS-free medium. In the control cultures PCR-grade water and acetate, the solvent of 5-Aza was added in 1∶1 ratio [28].

### RNA Isolation and Quality Control

Total RNA was extracted from the microdissected tissue samples and from the treated HT-29 cells using RNeasy Micro Kit (Qiagen) according to the manufacturer’s instruction. The quality of the isolated nucleic acid was measured by microcapillary electrophoresis system using RNA 6000 Pico LabChip kit (Agilent BioAnalyzer 2100). For the microarray analysis 5–50 ng total RNA was used from the samples with RIN (RNA Integrity Number) between 7–10.

### Microarray Analysis

Microarray experiments were performed according to the recommendation of Minimum Information About a Microarray Experiment (MIAME) guideline [58]. For the amplification and the labeling of the transcripts in case of the HT-29 cells single-round in vitro transcription was performed by using the One-Cycle Target Labeling and Control Kit (Affymetrix, Santa Clara, CA, USA), while the microdissected samples - due to their lower template amount- required two-cycle T7-based linear amplification by using the Two-Cycle Target Labeling and Control Kit (Affymetrix) [59], [60]. The samples were hybridized on HGU133 Plus2.0 arrays (Affymetrix) at 45°C for 16 hours, the microarrays were washed and stained with Fluidics Station 450 device (Affymetrix) by EukGE_Ws_2v5 wash protocol using an antibody-based signal amplification method according to the manufacturer’s instructions (with 10 µg/ml streptavidin-phycoerythtrin (Molecular Probes)). Fluorescent signals were detected with GeneChip Scanner 3000 (Affymetrix). The datasets of LCM and cell culture experiments are available in the Gene Expression Omnibus databank for further analysis (http://www.ncbi.nlm.nih.gov/geo/), series accession numbers: GSE15960 [61] and GSE29060 (this study).

### Independent Gene Expression Omnibus Datasets

Microarray datasets with HGU133 Plus2.0 experiments obtained from colonic biopsy/tissue samples collected by other research groups were downloaded from the Gene Expression Omnibus (GEO) database (dataset IDs: GSE8671 [38], GSE18105 [39]). Our selected gene panels were tested on the downloaded datasets, and discriminatory efficacy was determined using principal component analysis (PCA) and hierarchical cluster analysis.

### Statistical Evaluation

From the CEL files, quality control and RNA digestion plot were generated in R-environment using the Bioconductor system. After data preprocessing, the differentially expressed genes between the analyzed sample groups were determined by SAM (Significance Analysis of Microarrays) at the significance level of p<0.01. Feature selections were done according to the log_2_FC (log_2_ fold change) values to select at least two-fold up/downregulated genes. In case of the tissue specimen, the downregulated genes were identified with a log_2_FC value lower than −1. As the 5-Aza treatment of the HT-29 cells results in only partial demethylation, genes belonging to the top 3000 probe sets with the highest log_2_FC values at the significance level of p<0.025 were considered to be upregulated.

### Tissue Microarray Analysis (TMA), PTGDR Immunohistochemistry

Cores of 1 mm diameter were collected from selected areas of formalin-fixed, paraffin-embedded tissue blocks prepared from 37 low-grade and 44 high-grade dysplastic colorectal adenomas, 89 early stage CRC (Stage II), 57 advanced stage CRC (Stage III and IV) and 62 normal colonic samples of 119 patients and inserted into 4 recipient blocks taking 70 samples each. Five µm thick tissue sections were cut from the blocks. TMA analysis with PTGDR-specific immunohistochemistry was performed as described before [30]. Immunostained TMA slides were digitalized using high-resolution MIRAX DESK instrument (Zeiss, Gottingen, Germany), and analyzed with the MIRAX TMA Module software [62]. Protein expression was evaluated using an empirical scale considering intensity and proportion of positive cytoplasmic staining of epithelial/carcinoma cells. Scores were given for PTGDR: −2 for no staining; 0 for weak, 1 for moderate, 2 for strong diffuse immunostaining. Pearson’s Chi-test and Fisher’s exact test were done for revealing if the staining difference in progression groups was significant (p<0.05). Contingency tables and association plots were also constructed from the two categorical variables (group and score) [63].

### MTT Cell Proliferation Assay

In 96-well plates, 5×10^3^ HT-29 cells per well were maintained for 24 hours in 100 µl RPMI-1640 medium containing 10% FCS, after which, the cells were exposed with 5, 10, 20 and 100 µM 5-aza-2′deoxycitidine (Sigma-Aldrich, diluted in the 1∶1 mixture of PCR-grade water and acetic acid) for 48 or 72 hours in FCS-free medium. A volume of 0.5 mg/ml of MTT (methylthiazolyldiphenyl-tetrazolium bromide, Sigma-Aldrich) was then added to each well, and the cells were incubated for 4 hours at 37°C. The medium was carefully removed, and blue formazan – spawned from MTT by the mitochondrial dehydrogenase enzyme system of cells – was diluted in DMSO. Absorbance was measured at 570 nm using a Multiscan MS ELISA plate reader (Thermo Fisher Scientific Inc., Waltham, MA, USA).

### Real-time PCR Validation

Real-time PCR was used to assess the expression of selected genes in 5 adenoma and 5 tumor-normal paired laser microdissected colonic samples and also in HT-29 cell culture treated with 10 µM 5-Aza. The preparation protocols of the samples were similar to those which were previously applied for the microarray analyses. The reverse transcription was performed in a final volume of 15 µl using MultiScribe Reverse Transcriptase enzyme (50 U/µl), RNase Inhibitor (20 U/µl), 10× RT buffer and 100 µM dNTP from the TaqMan Reverse Transcription Kit (Applied Biosystems, Carlsbad, USA) to synthesize cDNA from 1 µg of total RNA per each templates, where the primers (200 nM) were specific to the selected transcripts (Table S1). Due to the limited amount of the laser microdissected samples, the cDNA was necessary to be amplified before the PCR reaction, thus a pre-amplification with 12 cycles was performed. In 50 µl final volume 5 µl template, 25 µl LightCycler Probes Master (2x) (Roche), 3 µl gene-specific primer and 17 µl PCR-grade water were mixed and incubated as follows: 94°C 5 minutes, for 12 cycles: 94°C for 15 seconds, 60°C for 15 seconds, 72°C for 15 seconds, and 2 minutes final extension on 72°C. The real-time PCR reactions were performed in 10 µl final volume with LightCycler Probes Master (2x) (Roche) according to the manufacturer’s instructions. The PCR reactions were automatically compiled in 384-well plates by Eppendorf epMotion 5070 and all assays were carried out in triplicates. The pre-amplified samples were analyzed in SYBR Green assays on LightCycler 480 system (Roche) using the following thermocycling conditions: 95°C for 5 minutes, 95°C for 10 seconds, 60°C for 10 seconds, 72°C for 10 seconds repeated in 45 cycles, 65°C after 1 minute continuous warming to 97°C, and finally 40°C for 30 seconds. Data analysis was carried out with the comparative crossing point (Cp) method [64] after determination of the related Cp values based on the 2nd derivative maximum method [65]. The GAPDH housekeeping gene was used as a reference for all the LCM and cell culture samples.

### Bisulfite-specific PCR and HRM (High Resolution Melting) Analysis

Prostaglandin D2 receptor (*PTGDR*) gene has been selected for further methylation analyses. Genomic DNA was extracted from fresh frozen tissue (5 normal colon, 5 tumor samples) and HT-29 cells using High Pure PCR Template Preparation Kit (Roche). For calibration of the analysis, 0%, 2%, 25%, 50%, 75% and 100% artificially methylated DNA samples were prepared by mixing methylated (Universal Methylated Human DNA Standard, Zymo Research) and unmethylated (Unmethlyated EpiTect Control DNA, Qiagen) samples in the appropriate ratios. From each template 300 ng DNA was bisulfite converted by methylSEQr kit (Applied Biosystems) according to the manufacturer’s instructions. The CpG islands in the gene’s promoter region were predicted by CpG Plot EMBOSS Application http://www.ebi.ac.uk/Tools/emboss/cpgplot/index.html [66] and primers were designed using MethPrimer software http://www.urogene.org/methprimer/index1.html [67] to amplify a region of the identified CpG islands. The specificity of the primers were tested *in silico* by the BiSearch software http://bisearch.enzim.hu [68] (Table S4). Bisulfite-specific PCR reactions were perfomed in a final volume of 15 µl using AmpliTaq Gold 360 PCR Master Mix (2x) (Applied Biosystems), ResoLight HRM Dye (20x) (Roche), bisulfite-specific primers (200 nM) and 5 ng/well bisulfite converted DNA template. The amplification was carried out with the following thermocycling conditions: 95°C for 10 minutes, 95°C for 30 seconds, 58°C for 30 seconds, 72°C for 30 seconds for 10 touchdown cycles, 95°C for 30 seconds, 53°C for 30 seconds and 72°C for 30 seconds in 40 cycles. On completion of the PCR thermal cycling, for the HRM analysis the samples were denatured at 95°C for 1 minute, cooled down to 40°C and held for 1 minute, then continuously warmed up to 95°C with 0.03°C/second rate during the melting curve fluorescence acquisition. The Cp values and the normalized melting curves were retrieved after data preprocessing using the LightCycler 480 Software release 1.5.0 (Roche).

## Supporting Information

Figure S1 **Heatmap of 108 potentially methylation regulated transcripts at the early stage of carcinogenesis, based on the adenoma-carcinoma sequence progression model.** This group of transcripts showed downregulation in tumors (T) compared to normal cells (N), and overexpression after 5-Aza treatment. Furthermore, these genes were found to be under expressed already in the normal-adenoma transition (Ad).
(TIF) Click here for additional data file.

Figure S2 **(A) Results of bisulphite sequencing on the** ***PTGDR*** **gene promoter region in case of normal and tumorous biopsy samples, and HT-29 cell line.** This region contains 24 CpG dinucleotides, which are potential targets of methyl-transferases. In normal samples only converted cytosines were detected with higher T peak (red) (see the chromatogram of a representative normal sample). In tumorous samples higher C peaks (blue) were observed in position 2, 8, 9, 14, 15 and 23 which originate from the non-convertible, methyl group containing cytosines. In the HT-29 cell line this region was found to be completely methylated (non-convertible). (B) Methylation status heatmap of the examined CpG positions by bisulphite sequencing data. Black and white rectangles are indicate the totally methylated (100%) and unmethylated (0%) CpG positions, respectively.
(TIF) Click here for additional data file.

Figure S3 **PTGDR immunohistochemistry on tumor samples.** Although low PTGDR protein level was observed in most tumor epithelial samples (see Figure 5), in some well differentiated early stage CRC cases strong dark brown staining (representing high PTGDR protein expression) could be detected (indicated by red arrows).
(TIF) Click here for additional data file.

Figure S4 **Euclidean distance analysis performed on the GSE18105 dataset.** The aim of this analysis was to clarify the reason for the misclassification of sample GSM452639 in the PCAs. There were no alterations in microarray QC parameters including histogram of fluorescence intensity, RNA degradation and proportion of GAPDH and ACTB transcripts 3′/5′ intensity ratios. However, the Euclidean distance calculation using 17 normal and 17 homogenized CRC tissue samples from the GSE18105 dataset resulted in clear separation of normal and tumorous samples. One of the normal samples (GSM452639, indicated by an arrow) which was also found to be an outlier in PCA, generates a distinct cluster in the distance analysis. This indicates that the misclassification of this sample could be resulted from an error in the sample collection or sample handling process.
(TIF) Click here for additional data file.

Table S1 **Downregulated transcripts in tumor compared to normal epithelial cells.** In tumorous epithelia, 2533 downregulated transcripts were identified which belong to 1509 known genes.
(PDF) Click here for additional data file.

Table S2 **Putative methylation regulated transcripts in LCM CRC samples.** 154 common elements of 2533 downregulated transcripts in LCM tumor samples and 3000 upregulated transcripts from 5-Aza-treated HT29 cells.
(PDF) Click here for additional data file.

Table S3 **Putative methylation regulated transcripts downregulated in both adenoma and CRC samples.** From the 154 methylation related transcripts (listed in Supplementary Table S2.), 108 were also downregulated in adenoma samples. These transcripts were found to be inactivated by DNA methylation at the early phase of carcinogenesis. Supplemetary Figure S1 shows the expression pattern of these genes in normal, adenoma and tumor samples.
(PDF) Click here for additional data file.

Table S4 **Applied primer sequences.** The table shows the primer sequences used for RT-PCR validation of mRNA levels of six genes (top) and for bisulphite sequencing on PTGDR promoter region sequence (chr.14∶52734410-52734668) (bottom).
(PDF) Click here for additional data file.

# Supplementary material for: Genome-Wide Screening of Genes Regulated by DNA Methylation in Colon Cancer Development
**Source:** PLoS One. 2012 Oct 1;7(10):e46215. doi: 10.1371/journal.pone.0046215
**Supplement:** Table S1 — Downregulated transcripts in tumor compared to normal epithelial cells. In tumorous epithelia, 2533 downregulated transcripts were identified which belong to 1509 known genes.

## Supplementary Table 1

### Downregulated transcripts in tumor compared to normal epithelial cells

**Supplementary Table 1.** In tumorous epithelia, 2533 downregulated transcripts were identified which belong to 1509 known genes.

# Supplementary material for: Genome-Wide Screening of Genes Regulated by DNA Methylation in Colon Cancer Development
**Source:** PLoS One. 2012 Oct 1;7(10):e46215. doi: 10.1371/journal.pone.0046215
**Supplement:** Table S2 — Putative methylation regulated transcripts in LCM CRC samples. 154 common elements of 2533 downregulated transcripts in LCM tumor samples and 3000 upregulated transcripts from 5-Aza-treated HT29 cells.

**Supplementary Table S2**

## Putative methylation regulated transcripts in LCM CRC samples

| Probe Set ID | Gene Symbol | Gene Title                                                                                   |
|--------------|-------------|----------------------------------------------------------------------------------------------|
| 222688_at    | ACER3       | alkaline ceramidase 3                                                                        |
| 1557820_at   | AFG3L2      | AFG3 ATPase family gene 3-like 2 (yeast)                                                     |
| 224667_x_at  | ANAPC16     | anaphase promoting complex subunit 16                                                        |
| 202888_s_at  | ANPEP       | alanyl (membrane) aminopeptidase                                                             |
| 200602_at    | APP         | amyloid beta (A4) precursor protein                                                          |
| 1555962_at   | B3GNT7      | UDP-GlcNAc:betaGal beta-1,3-N-acetylglucosaminyltransferase 7                                |
| 205263_at    | BCL10       | B-cell CLL/lymphoma 10                                                                       |
| 227736_at    | C10orf99    | chromosome 10 open reading frame 99                                                          |
| 229520_s_at  | C14orf118   | chromosome 14 open reading frame 118                                                         |
| 223484_at    | C15orf48    | chromosome 15 open reading frame 48                                                          |
| 224458_at    | C9orf125    | chromosome 9 open reading frame 125                                                          |
| 214315_x_at  | CALR        | calreticulin                                                                                 |
| 208683_at    | CAPN2       | calpain 2, (m/II) large subunit                                                              |
| 205789_at    | CD1D        | CD1d molecule                                                                                |
| 232266_x_at  | CDK13       | Cyclin-dependent kinase 13                                                                   |
| 236313_at    | CDKN2B      | cyclin-dependent kinase inhibitor 2B (p15, inhibits CDK4)                                    |
| 204159_at    | CDKN2C      | cyclin-dependent kinase inhibitor 2C (p18, inhibits CDK4)                                    |
| 205709_s_at  | CDS1        | CDP-diacylglycerol synthase (phosphatidate cytidyltransferase) 1                             |
| 200998_s_at  | CKAP4       | cytoskeleton-associated protein 4                                                            |
| 220026_at    | CLCA4       | chloride channel accessory 4                                                                 |
| 241065_x_at  | CMAS        | Cytidine monophosphate N-acetylneuraminic acid synthetase                                    |
| 234981_x_at  | CMBL        | carboxymethylenebutenolidase homolog (Pseudomonas)                                           |
| 225009_at    | CMTM4       | CKLF-like MARVEL transmembrane domain containing 4                                           |
| 218900_at    | CNNM4       | cyclin M4                                                                                    |
| 205927_s_at  | CTSE        | cathepsin E                                                                                  |
| 244546_at    | CYCS        | cytochrome c, somatic                                                                        |
| 219290_x_at  | DAPP1       | dual adaptor of phosphotyrosine and 3-phosphoinositides                                      |
| 205370_x_at  | DBT         | dihydrolipoamide branched chain transacylase E2                                              |
| 242562_at    | DNAJC24     | DnaJ (Hsp40) homolog, subfamily C, member 24                                                 |
| 227955_s_at  | EFNA5       | ephrin-A5                                                                                    |
| 205222_at    | EHHADH      | enoyl-CoA, hydratase/3-hydroxyacyl CoA dehydrogenase                                         |
| 235645_at    | ESCO1       | establishment of cohesion 1 homolog 1 (S. cerevisiae)                                        |
| 242608_x_at  | FAM161B     | Family with sequence similarity 161, member B                                                |
| 226062_x_at  | FAM63A      | family with sequence similarity 63, member A                                                 |
| 203698_s_at  | FRZB        | frizzled-related protein                                                                     |
| 211795_s_at  | FYB         | FYN binding protein                                                                          |
| 227405_s_at  | FZD8        | frizzled homolog 8 (Drosophila)                                                              |
| 201722_s_at  | GALNT1      | UDP-N-acetyl-alpha-D-galactosamine:polypeptide N-acetylglucosaminyltransferase 1 (GalNAc-T1) |
| 206422_at    | GCG         | glucagon                                                                                     |
| 212959_s_at  | GNPTAB      | N-acetylglucosamine-1-phosphate transferase, alpha and beta subunits                         |
| 211040_x_at  | GTSE1       | G-2 and S-phase expressed 1                                                                  |
| 220071_x_at  | HAUS2       | HAUS augmin-like complex, subunit 2                                                          |
| 217845_x_at  | HIGD1A      | HIG1 hypoxia inducible domain family, member 1A                                              |
| 200799_at    | HSPA1A      | heat shock 70kDa protein 1A                                                                  |
| 206502_s_at  | INSM1       | insulinoma-associated 1                                                                      |

|              |                                                                                           |                                                                                                                                                                                                                                                                                                                  |
|--------------|-------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| 202746_at    | ITM2A                                                                                     | integral membrane protein 2A                                                                                                                                                                                                                                                                                     |
| 1562063_x_at | KIAA1245 ///<br>LOC200030 ///<br>NBPF1 ///<br>NBPF10 ///<br>NBPF11 ///<br>NBPF8 /// NBPF9 | KIAA1245 /// neuroblastoma breakpoint family, member 11-like ///<br>neuroblastoma breakpoint family, member 1 /// neuroblastoma<br>breakpoint family, member 10 /// neuroblastoma breakpoint family,<br>member 11 /// neuroblastoma breakpoint family, member 8 ///<br>neuroblastoma breakpoint family, member 9 |
| 209211_at    | KLF5                                                                                      | Kruppel-like factor 5 (intestinal)                                                                                                                                                                                                                                                                               |
| 213953_at    | KRT20                                                                                     | keratin 20                                                                                                                                                                                                                                                                                                       |
| 200915_x_at  | KTN1                                                                                      | kinectin 1 (kinesin receptor)                                                                                                                                                                                                                                                                                    |
| 214709_s_at  | KTN1                                                                                      | kinectin 1 (kinesin receptor)                                                                                                                                                                                                                                                                                    |
| 235167_at    | LOC100190986                                                                              | hypothetical LOC100190986                                                                                                                                                                                                                                                                                        |
| 232455_x_at  | LOC340085                                                                                 | hypothetical protein LOC340085                                                                                                                                                                                                                                                                                   |
| 242889_x_at  | LOC645431                                                                                 | hypothetical LOC645431                                                                                                                                                                                                                                                                                           |
| 204037_at    | LPAR1                                                                                     | lysophosphatidic acid receptor 1                                                                                                                                                                                                                                                                                 |
| 204674_at    | LRMP                                                                                      | lymphoid-restricted membrane protein                                                                                                                                                                                                                                                                             |
| 220376_at    | LRRC19                                                                                    | leucine rich repeat containing 19                                                                                                                                                                                                                                                                                |
| 211452_x_at  | LRRFIP1                                                                                   | leucine rich repeat (in FLII) interacting protein 1                                                                                                                                                                                                                                                              |
| 209579_s_at  | MBD4                                                                                      | methyl-CpG binding domain protein 4                                                                                                                                                                                                                                                                              |
| 217109_at    | MUC4                                                                                      | mucin 4, cell surface associated                                                                                                                                                                                                                                                                                 |
| 226041_at    | NAPEPLD                                                                                   | N-acyl phosphatidylethanolamine phospholipase D                                                                                                                                                                                                                                                                  |
| 232169_x_at  | NDUFS8                                                                                    | NADH dehydrogenase (ubiquinone) Fe-S protein 8, 23kDa (NADH-<br>coenzyme Q reductase)                                                                                                                                                                                                                            |
| 202149_at    | NEDD9                                                                                     | neural precursor cell expressed, developmentally down-regulated 9                                                                                                                                                                                                                                                |
| 201502_s_at  | NFKBIA                                                                                    | nuclear factor of kappa light polypeptide gene enhancer in B-cells<br>inhibitor, alpha                                                                                                                                                                                                                           |
| 239748_x_at  | OCIAD1                                                                                    | OCIA domain containing 1                                                                                                                                                                                                                                                                                         |
| 206323_x_at  | OPHN1                                                                                     | oligophrenin 1                                                                                                                                                                                                                                                                                                   |
| 1554384_at   | PADI2                                                                                     | peptidyl arginine deiminase, type II                                                                                                                                                                                                                                                                             |
| 242871_at    | PAQR5                                                                                     | progesterin and adipoQ receptor family member V                                                                                                                                                                                                                                                                  |
| 204687_at    | PARM1                                                                                     | prostate androgen-regulated mucin-like protein 1                                                                                                                                                                                                                                                                 |
| 206792_x_at  | PDE4C                                                                                     | phosphodiesterase 4C, cAMP-specific (phosphodiesterase E1 duncce<br>homolog, Drosophila)                                                                                                                                                                                                                         |
| 203131_at    | PDGFRA                                                                                    | platelet-derived growth factor receptor, alpha polypeptide                                                                                                                                                                                                                                                       |
| 215179_x_at  | PGF                                                                                       | Placental growth factor                                                                                                                                                                                                                                                                                          |
| 226147_s_at  | PIGR                                                                                      | polymeric immunoglobulin receptor                                                                                                                                                                                                                                                                                |
| 207109_at    | POU2F3                                                                                    | POU class 2 homeobox 3                                                                                                                                                                                                                                                                                           |
| 219392_x_at  | PRR11                                                                                     | proline rich 11                                                                                                                                                                                                                                                                                                  |
| 232215_x_at  | PRR11                                                                                     | proline rich 11                                                                                                                                                                                                                                                                                                  |
| 238513_at    | PRRG4                                                                                     | Proline rich Gla (G-carboxyglutamic acid) 4 (transmembrane)                                                                                                                                                                                                                                                      |
| 215894_at    | PTGDR                                                                                     | prostaglandin D2 receptor (DP)                                                                                                                                                                                                                                                                                   |
| 221872_at    | RARRES1                                                                                   | retinoic acid receptor responder (tazarotene induced) 1                                                                                                                                                                                                                                                          |
| 215588_x_at  | RIOK3                                                                                     | RIO kinase 3 (yeast)                                                                                                                                                                                                                                                                                             |
| 214041_x_at  | RPL37A                                                                                    | Ribosomal protein L37a                                                                                                                                                                                                                                                                                           |
| 230660_at    | SERTAD4                                                                                   | SERTA domain containing 4                                                                                                                                                                                                                                                                                        |
| 33323_r_at   | SFN                                                                                       | stratifin                                                                                                                                                                                                                                                                                                        |
| 230375_at    | SFRS18                                                                                    | splicing factor, arginine/serine-rich 18                                                                                                                                                                                                                                                                         |
| 218835_at    | SFTPA2                                                                                    | surfactant protein A2                                                                                                                                                                                                                                                                                            |
| 213936_x_at  | SFTPB                                                                                     | surfactant protein B                                                                                                                                                                                                                                                                                             |
| 223391_at    | SGPP1                                                                                     | sphingosine-1-phosphate phosphatase 1                                                                                                                                                                                                                                                                            |
| 242578_x_at  | SLC22A3                                                                                   | Solute carrier family 22 (extraneuronal monoamine transporter),<br>member 3                                                                                                                                                                                                                                      |
| 224959_at    | SLC26A2                                                                                   | solute carrier family 26 (sulfate transporter), member 2                                                                                                                                                                                                                                                         |

|             |     |     |
|-------------|-----|-----|
| 234137_s_at | --- | --- |
| 235084_x_at | --- | --- |
| 235757_at   | --- | --- |
| 236170_x_at | --- | --- |
| 236251_at   | --- | --- |
| 236947_at   | --- | --- |
| 237868_x_at | --- | --- |
| 240326_at   | --- | --- |
| 240612_at   | --- | --- |
| 241303_x_at | --- | --- |
| 241956_at   | --- | --- |
| 242235_x_at | --- | --- |
| 242398_x_at | --- | --- |
| 243147_x_at | --- | --- |
| 243931_at   | --- | --- |
| 244384_at   | --- | --- |

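Table S2 lists probe sets, and a gene can have several of them on the array. A probe set with the suffix _x_at holds probes that also match other transcripts. Of the 154 probe sets, 107 have a single gene symbol in the annotation used here, 5 have several and 42 have none. The suffix _x_at is carried by 59 of them (38.3%), by 7.70% of all probe sets tested, and by 10.7% of those higher and 8.35% of those lower after 5-Aza treatment of HT-29 cells at an unadjusted p under 0.025. These 59 had a median log2 fold change of 0.40 and the other 95 a median of 0.35 (0.21 and 0.16 after median centring), where all _x_at probe sets had 0.10 and all probe sets 0.062, and 9 and 16 of them were higher at that p. The table also lists the control probe set for Alu repeats, AFFX-hum_alu_at, which had a signal of 59258 ± 1461 (SD, n = 3) in treated and of 50603 ± 9617 (SD, n = 3) in control cells, a log2 fold change of 0.25 (SE 0.19), and 0.094 without control replicate 3. Of the 108 probe sets of Table S3, which were also lower in adenomas, 99 had a positive log2 fold change and 18 were higher at that p.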

**Supplementary Table S2.** 154 common elements of 2533 downregulated transcripts in LCM tumor samples and 3000 upregulated transcripts from 5-Aza-treated HT29 cells.

# Supplementary material for: Genome-Wide Screening of Genes Regulated by DNA Methylation in Colon Cancer Development
**Source:** PLoS One. 2012 Oct 1;7(10):e46215. doi: 10.1371/journal.pone.0046215
**Supplement:** Table S3 — Putative methylation regulated transcripts downregulated in both adenoma and CRC samples. From the 154 methylation related transcripts (listed in Supplementary Table S2.), 108 were also downregulated in adenoma samples. These transcripts were found to be inactivated by DNA methylation at the early phase of carcinogenesis. Supplemetary Figure S1 shows the expression pattern of these genes in normal, adenoma and tumor samples.

**Supplementary Table S3**

Putative methylation regulated transcripts downregulated in both adenoma and CRC samples

**Supplementary Table S3.** From the 154 methylation related transcripts (listed in Supplementary Table S2.), 108 were also downregulated in adenoma samples. These transcripts were found to be inactivated by DNA methylation at the early phase of carcinogenesis. Supplementary Figure S1 shows the expression pattern of these genes in normal, adenoma and tumor samples.

# Supplementary material for: Genome-Wide Screening of Genes Regulated by DNA Methylation in Colon Cancer Development
**Source:** PLoS One. 2012 Oct 1;7(10):e46215. doi: 10.1371/journal.pone.0046215
**Supplement:** Table S4 — Applied primer sequences. The table shows the primer sequences used for RT-PCR validation of mRNA levels of six genes (top) and for bisulphite sequencing on PTGDR promoter region sequence (chr.14∶52734410-52734668) (bottom).

### **Supplementary Table S4**

#### Applied primer sequences

| Affy_ID     | Gene symbol         | Forward primer sequence 5'-3' | Reverse primer sequence 5'-3' |
|-------------|---------------------|-------------------------------|-------------------------------|
| 242608_x_at | FAM161B             | GAGCAAGACCCCATCTCAAA          | CAATCATCCTGTCTCCACAGC         |
| 204674_at   | LRMP                | TGTTTGCAGCTTTGATGAGC          | TGAGTCCTCTTGCTGTGTGG          |
| 206422_at   | GCG                 | TCCGATCTGACATATCTGCATT        | CACCACTGTGGCTACCAGTTC         |
| 223484_at   | C15orf48<br>(NMES1) | TGCAGCAATAACTGCACTGTC         | GCTTTGTAAATTTTAAGAAAAACATTC   |
| 236313_at   | CDKN2B              | TTTGAAGGATACATGCAAAACA        | CCACAATGGAGCTAGAAGCA          |
| 215894_at   | PTGDR               | TTCAGATCTCCAGTATTTTCGGATA     | CACCGGCTCCTGTACCTAAG          |
|             |                     |                               |                               |
|             | PTGDR_regio2        | ATTATTTTTGTGGAAAAAGGTAATT     | CCCTAAAAAAAACCAACACTCCAATAC   |

**Supplementary Table S4.** The table shows the primer sequences used for RT-PCR validation of mRNA levels of six genes (top) and for bisulphite sequencing on PTGDR promoter region sequence (chr.14: 52734410-52734668) (bottom).

How the deposited data were processed for this re-analysis (not part of the article)

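Gene expression was measured on 6 HGU133 Plus2.0 microarrays, 3 of HT-29 cells treated with 10 µM 5-Aza for 72 hours and 3 of control cells that received the solvent. All 6 arrays were used, grouped by treatment. The tissue microarrays, RT-PCR, melting curves, bisulfite sequencing and immunohistochemistry of the paper were not analysed here. The deposited table holds linear intensity values, as deposited by the authors, who processed the arrays with the affy package according to their notes, with 1 signal for each probe set and array (the version of affy is not given). The values themselves show a scaling, since the mean of each array, leaving out the lowest and highest 2%, was 500. The plan, fixed before the data were examined, took log2 values as deposited and, should the values be linear, log2(value + 1). They were linear, so the latter was used, with no other normalization.

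The 54614 probe sets left without 61 control probe sets (the Alu control, which Table S2 lists, was kept) were compared with limma 3.58.1 in R 4.3.3, as a linear model with the group as its only term and empirical Bayes variances, and p-values were adjusted by Benjamini-Hochberg. Results are given at an adjusted p under 0.05 and, as the threshold of the paper for this comparison, at an unadjusted p under 0.025. Where a single value is compared, an exact permutation test of the 6 arrays (two-sided) stands beside it, whose p cannot fall below 0.1. Nothing in the sources pairs arrays of both groups by replicate number, and the deviations of arrays with the same number were uncorrelated (correlations below 0.1). The number of arrays limits the precision, and p-values measure only the spread between these arrays. On simulated data with 100 probe sets changed by 1 or 2 on the log2 scale, limma recovered 0.2% and 4.8% of them at an adjusted p under 0.05, and 55.8% and 74.6% at an unadjusted p under 0.025. The SAM-type statistic recovered 0% at either size at an adjusted p under 0.05, and 54.8% and 73.2% at an unadjusted p under 0.025. A simulated shift of a gene list was found by camera in 5 of 5 simulations and in 0 of 110 other lists. These simulations do not test the correlation between list members in the real data. The calls depend on it, with 8 lists higher at the preset correlation and 0 with an estimated one.

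Gene symbols came from the annotation, in which 41097 of 54675 probe sets have 1 symbol, 1801 have several and 11777 have none. The 23 gene lists were written before the data were examined, from general knowledge of responses to 5-Aza and of colon epithelium, with markers of other cell types and 2 lists of genes the paper names. Each gene was represented by the probe set with the highest mean signal among those with a single symbol, with _x_at probe sets used only where a gene had no other, which gave 19777 genes. List genes without such a probe set are not used here. Lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and with fry, and their p-values were adjusted over the 23 lists. At an adjusted p under 0.05, 8 lists were higher and 0 lower by camera, 0 were called with an estimated correlation, and 7 were higher and 0 lower by fry.

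The rule for the genes named in the text was also written before the data were examined. It took every gene the paper names for this experiment, the 12 largest increases and 12 largest decreases among genes whose groups did not overlap, up to 4 members of each list past the adjusted threshold (or the 2 with the largest absolute change), the 8 largest and 8 smallest values of Table S2, and the Alu control. CDKN2C, which the paper also names, was missed in this selection, as its probe set in Table S2 has no single gene symbol in the annotation. Since no probe set passed an adjusted p under 0.05, the increases and decreases were taken at an unadjusted p under 0.025, as the rule provides. For the lists, the adjusted threshold was read as adjusted over the list alone, a reading made after the values were seen. The members of Table S2 were known from the paper.

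Alternatives set beforehand were a SAM-type statistic, limma with trend and robust variance, quantile normalization, centring each array on its median, keeping only probe sets whose mean lies above the median, leaving out _x_at probe sets, including all control probe sets, adding 16 in place of 1, the replicate number as a block, leaving out each array in turn, the ratio of group means as the fold, the mean of all probe sets of a gene, and the other set tests. Quantile normalization together with the filter above the median was added after the data had been seen, as was quantile normalization without each array in turn, which was used only for the share of higher probe sets among those with the strongest signals. The arrays did not duplicate each other (correlations from 0.926 to 0.934).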

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

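The test of the NF-κB list after quantile normalization and those without single control arrays were chosen before their values were seen, and the pattern itself was found in the same data. The results below are signals in gene groups, measured against the control arrays. The paper mentions earlier reports of methylation-regulated genes in colorectal cancer, but does not discuss the other groups. It also names SST, 1 of the genes known to be methylated in colorectal cancer, and Table S2 lists NFKBIA, 1 of the NF-κB genes.

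In the list of NF-κB targets and chemokines, 11 members rose when adjusted over the list alone. A low value on 1 control array is argued against as the whole cause, since without any 1 of the 3 control arrays the adjusted p of the list by camera was at most 6.67e-11. An array scaling that leaves dim probe sets brighter on the treated arrays is also argued against, since after quantile normalization the adjusted p was 3.16e-12 and the median log2 fold change of the list 0.77, against 0.82 before. A response of the cells to 5-Aza may therefore underlie the pattern, as a hypothesis, but a difference in culture or handling between the groups was not tested, the list did not pass with an estimated correlation (adjusted p = 0.130), and the count was 4 without 5-Aza replicate 1, without 5-Aza replicate 2 or without control replicate 1, 5 without 5-Aza replicate 3, 8 after quantile normalization and 4 after median centring. The median log2 fold change of the list ranged from 0.64 to 0.93 without 1 array and was 0.63 after median centring. The list thus stayed higher where fewer members passed. The 3′ to 5′ difference of ACTB, a sign of RNA quality, also separated the groups (0.73 in treated and 0.54 in control cells). That of GAPDH did not, with 0.18 in treated and 0.13 in control cells and overlapping groups. The bearing of RNA quality on the list was not tested.

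Of the cancer-testis genes, 4 rose when adjusted over the list alone, 1 without 5-Aza replicate 3 and 7 without control replicate 1. Of the genes known to be methylated in colorectal cancer, 2 rose, 1 with the mean of all probe sets of a gene and 0 with only probe sets above the median signal. Of the interferon-stimulated genes, 1 rose, IFITM1. The number that passed was 0 without 5-Aza replicate 1, 2 or 3 or without control replicate 1 or 2, and 3 without control replicate 3. The log2 fold change of IFITM1 itself stayed between 1.05 and 1.21 without 1 array. With 3 arrays per group, no test for single arrays far from their group was made.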

How the results depend on the processing

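Quantile normalization with the filter above the median signal was chosen after the data were seen, and the other alternatives given here before. Of 1435 alternative values for 97 genes, 517 have the same log2 fold change as before because only the test or the probe sets beside them change. Of the other 918, 904 kept their direction and 14 reversed (9 genes). No gene passed the adjusted threshold at first, and 7 of the alternative values did. The cause was not tested for any change below, apart from the smaller number of probe sets tested under a filter. Weak signals limit the results, since 39.2% of the probe sets had a mean under the highest TrpnX signal of 42. LRMP and PTGDR have no value with the filter above the median, and FAM161B none without _x_at probe sets.

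The counts at an adjusted p under 0.05 (0 higher, 0 lower) were 22 higher and 1 lower with trend and robust variance, 9 higher with the filter and 6 higher with quantile normalization and the filter. At an unadjusted p under 0.025, 926 were higher after median centring and 892 with quantile normalization and the filter, and 909 were lower with trend and robust variance, 909 after quantile normalization and 1451 after median centring. Leaving out 1 array gave 1258 to 1871 higher and 565 to 714 lower. Of Table S2, 52 were higher at that p with trend and robust variance, 11 after median centring, 42 with the filter, 16 without _x_at, 14 with the replicate block, 41 with quantile normalization and the filter, and 9 to 18 without 1 array. Over all probe sets 1 of them passed with trend and robust variance. Over the list alone 35 passed with trend and robust variance, 27 with the filter, 3 without _x_at, 5 with 16 added, 22 with quantile normalization and the filter, and 0 to 3 without 1 array.

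With an estimated correlation 0 lists were higher, with adjusted p-values of 0.169 (cancer-testis and colorectal cancer-methylated), 0.354 (interferon, imprinted and genes the paper names as lower in colorectal cancer), 0.208 (MHC class I), 0.591 (G2/M) and 0.130 (NF-κB). By fry the adjusted p was 0.0894 for interferon, 0.326 for G2/M and 0.1 for imprinted genes. The colorectal cancer-methylated list had 0.611 with the filter, 0.754 with quantile normalization and the filter and 0.444 with the mean of all probe sets, and the genes the paper names as lower had 0.0913 with the filter and 0.0576 with quantile normalization and the filter. After median centring 12 lists were higher, among them enteroendocrine (0.0145), enterocyte (0.0352), fibroblast (0.0236) and leukocyte (0.0137), and 1 lower, epithelial identity (0.0263), and without 1 array 6 to 8 were higher and 0 to 1 lower. Without 1 array the adjusted p ranged from 1.54e-11 to 0.136 for G2/M, 0.00643 to 0.0980 for colorectal cancer-methylated, 0.00588 to 0.170 for imprinted genes and 0.00494 to 0.120 for the genes the paper names as lower.

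With the replicate block the members higher over the list alone were 4 for NF-κB, 2 for cancer-testis, 0 for interferon and 1 each for colorectal cancer-methylated genes, enteroendocrine genes and genes the paper names as lower. The share of _x_at among higher probe sets was 14.6% with trend and robust variance, 16.6% with the filter, 8.82% with the block, 17.9% with quantile normalization and the filter, and 8.68% to 10.2% without 1 array. The ACTB difference of 0.19 was 0.10 after quantile normalization and 0.14 to 0.24 without 1 array, and that of GAPDH 0.019 to 0.067. The log2 fold change reversed for CHGA (-0.13 after quantile normalization, -0.11 after median centring), and after median centring for GSN (-0.0056), MBD4 (-0.073) and HSPH1 (-0.026). Without 1 array it ranged from -0.16 to 0.33 for CHGA, -0.087 to 0.021 for LPP, -0.13 to 0.092 for MTUS1, -0.76 to 0.85 for DNMT3L, -1.11 to 0.17 for CDH17 and -0.88 to 0.14 for a probe set of Table S2 without a gene symbol. The 6 selected genes other than PTGDR, whose signals at background give no direction, kept theirs with the probe sets used in every alternative that gave a value, with ranges without 1 array of 2.33 to 3.01 for GCG, 0.70 to 1.08 for NMES-1, 2.49 to 3.37 for LRMP, 0.29 to 0.52 for FAM161B, -0.76 to -0.087 for PTGDR and 0.67 to 1.37 for CDKN2B.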

Differences from the paper's values

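The paper does not describe how its arrays were preprocessed, so it is not known whether the deposited signals are the values it tested. No alternative here changed the background correction or the way the probes were summarized. Whether the differences in counts and folds below come from unlike input was therefore not tested. The paper takes the 3000 probe sets with the highest log2 fold change at p under 0.025 by SAM as raised by 5-Aza. At an unadjusted p under 0.025 from limma 1621 were higher here. With the SAM-type statistic 1480 were higher at that p, and none of the alternatives set before the data were examined brought the count at that p within 1.5 times the paper's (at most 1871, without control replicate 3). The p-values here are two-sided, and the paper does not say whether its p is. At an unadjusted p under 0.05 from limma 2873 were higher.

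The paper gives 154 transcripts of Table S2 as raised at p under 0.025, and 25 of the 154 were higher here at that p (43 at an unadjusted p under 0.05). The count came to at most 52, with trend and robust variance, and differs under every alternative set before the data were examined.

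For PTGDR the paper states an increase of less than 1.5-fold, and the fold here was 0.735 with the probe set of Table S2, whose signals were under the background level on all arrays, so that no direction can be read from it. The fold of this probe set stayed below 1 in every alternative set before the data were examined that gave a value. The other probe sets of PTGDR had log2 fold changes of 0.57 (SE 1.16) and -1.19 (SE 0.81), with overlapping groups. For NMES-1 the paper states an increase of more than 2.5-fold, and the fold here was 1.83, which no alternative raised to the paper's bound. The folds of GCG (6.86) and LRMP (7.27) lie above the paper's bound of 2.5 and that of FAM161B (1.32) lies below its bound of 1.5. Mean control signals of GCG and LRMP were under the background level, so the size of their folds depends on the constant added. With 16 added the folds were 4.91 for GCG and 4.38 for LRMP.

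The paper names 8 genes that were earlier found lower in colorectal cancer and 6 tumor suppressor genes as present in its list of methylation-related transcripts. Of the 8 genes (CHGA, FCGBP, GSN, LPP, MYH11, PLCG2, SST and NBL1), 0 are in Table S2 by symbol and 8 are in the copy of Table S1, and of the 6 tumor suppressor genes 3 are in Table S2 (CDKN2B, KLF5 and CDS1) and 6 in the copy of Table S1.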

Other observations

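The tests of the share of higher probe sets over all probe sets and in the brightest of 4 groups by signal were chosen after the result was seen, as were the quantile normalization with the filter above the median signal and the one without 1 array. Lists for stress and metabolism had no member past the test in HT-29 cells when adjusted over the list alone (limma, 0 higher and 0 lower in each list named here and in the next paragraph, and at an unadjusted p under 0.05 the counts given). Of the 22 measured p53 targets 1 was higher at that p, with GDF15, a secreted stress cytokine, at a log2 fold change of 1.33 and TP53INP1 at -0.51, and camera gave an adjusted p of 0.567. None of the 24 genes of the unfolded protein and amino acid stress responses passed, with ATF3 at -0.52 and TRIB3 at 0.48 (adjusted p = 0.469), and none of the 18 cholesterol synthesis genes, with SC5D and HSD17B7 at 0.25 (adjusted p = 0.234, and 0.0490 after quantile normalization). None of the 15 heat shock genes passed, with HSPB8 at 0.70 and HSPH1 at 0.16 (-0.026 after median centring, adjusted p of the list 0.376), and none of the 8 metallothionein genes, with MT1G at 1.49 and MT3 at 1.00 (adjusted p = 0.257, and 0.0316 without control replicate 2). Among 16 genes of the DNA methylation machinery, none of which passed, DNMT3B had 0.34 and DNMT3L 0.30, which was -0.76 without 5-Aza replicate 3 and -0.080 without control replicate 1 (adjusted p = 0.880).

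Of 28 enterocyte genes 7 were higher and 1 lower at an unadjusted p under 0.05, with a median of 0.32 (0.16 after quantile normalization, 0.13 after median centring), while the largest absolute values ran against it, LCT at -1.98 and CDX2 at -1.32. The adjusted p of this list was 0.169 by camera (0.0352 after median centring, 0.354 with an estimated correlation) and 0.0381 by fry. With trend and robust variance 4 enterocyte genes, 1 goblet cell gene and 1 fibroblast marker rose over their list alone, and 1 enterocyte gene and 1 endothelial marker did without 5-Aza replicate 1, and 1 metallothionein gene without control replicate 3. Of 25 goblet cell and mucin genes 1 was higher and 2 lower, with CLCA1 at 1.08 and a median of -0.095 (-0.16 after quantile normalization, -0.28 after median centring) beside a mean of 0.052 (adjusted p = 0.245, lower, and 0.0478 without control replicate 2). None of 18 epithelial identity genes passed, with KRT19 at -0.35 (-0.077 without control replicate 2) and CDH17 at -0.32, which was 0.17 without control replicate 3 (adjusted p = 0.169, lower, and 0.0263 after median centring). Markers of cell types that a pure cell line should lack did not pass over their list alone in limma either: of 14 fibroblast markers (10 positive, median 0.65, 0.47 after median centring) 1 was higher, with FN1 at 1.29, another probe set of which (1.41) passed over all probe sets with trend and robust variance (adjusted p = 0.0242), and COL3A1 at -2.23 (adjusted p = 0.166, and 0.0236 after median centring and 0.0176 with the filter above the median signal), 0 of 15 leukocyte markers (10 positive, median 0.46, 0.27 after median centring) passed, with CORO1A at 1.85 and MS4A1 at 1.71 (adjusted p = 0.141, and 0.0137 after median centring), and of 11 endothelial markers 1 was higher, VWF at 1.95, with ROBO4 at 0.97 (adjusted p = 0.567). Without 1 array the values ranged from -1.19 to -0.040 for TP53INP1, -0.69 to -0.27 for ATF3, 0.44 to 1.83 for MT3, -3.25 to -1.28 for LCT, -2.12 to -0.61 for CDX2, 0.47 to 2.06 for CLCA1, -3.39 to -1.52 for COL3A1, 0.97 to 2.85 for CORO1A, 0.43 to 2.37 for MS4A1 and 0.30 to 1.58 for ROBO4. Mean signals of LCT, CLCA1, CDH17, COL3A1, MS4A1 and DNMT3L were under the background level of 42 in both groups, and those of GDF15, MT1G, MT3, CORO1A and VWF in control cells, so the sizes of these values depend on the constant added. PI3, a protease inhibitor chosen after its values were seen, had a log2 fold change of 3.11 and passed an adjusted p under 0.05 with trend and robust variance (8.27e-04 and 5.66e-05 for its probe sets).

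More probe sets were higher than lower after 5-Aza at an unadjusted p under 0.025, with 73.8% higher. An array scaling that leaves dim probe sets brighter on the treated arrays may account for much of this over all probe sets, since 54.5% were higher after quantile normalization. Among the probe sets above the median signal the share was 73.9% before and 57.9% after quantile normalization, between the bounds set for either outcome, so scaling and a response of the cells cannot be told apart there, as quantile normalization also removes a true general rise. Among the 13654 with the strongest signals it was 71.5% before and 73.0% after quantile normalization (65.9% to 79.1% without 1 array), and 3.76% after median centring, which takes more from every probe set of an array than these vary between replicates and so fixes the outcome. Only 172 and 196 of these probe sets passed that p before and after quantile normalization, where chance gives 341. In the fit of all probe sets, 123 were higher and 49 lower in this brightest group, and 400 and 63 in the next brightest. When only the probe sets above the median signal were fitted, 1198 were higher and 424 lower, where chance gives 683. The count past that p therefore depends on the fit. An excess among the strongest signals is neither shown nor excluded, and their share decides nothing.

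The probe sets of Table S2 with the suffix _x_at had a median log2 fold change of 0.40. After quantile normalization the median was 0.38, which by the bound set beforehand argues against array scaling as the whole cause, while median centring, which takes the same amount from every probe set of an array, gave 0.21 and bears only on the size. RNA with repeats, followed by the Alu control, has values against it: relative to the mean of all arrays these probe sets were lowest on control replicate 2 (-0.29), where the Alu control was high (0.13), and were at -0.17 on control replicate 3, where it was lowest (-0.43). The Alu control lay near the highest signal of its array, with 59639 against 64167 on control replicate 2. Whether it still followed the amount of RNA at that level was not tested. Without control replicate 3 the median of the _x_at probe sets of Table S2 was 0.36, but 1 array alone excludes nothing. RNA with repeats therefore cannot be told apart from a response of the cells.

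The 6 arrays can be split into groups of 3 in 10 ways, the real one being 1 of them, which is too few for a share under 0.05. The real split gave 0 probe sets higher and 0 lower at an adjusted p under 0.05 (highest other 0), 1621 higher and 575 lower at an unadjusted p under 0.025 (highest other 958), 25 probe sets of Table S2 higher (highest other 2) and 8 lists higher by camera (highest other 3). The study chose Table S2 on these arrays under the real grouping, so its count there was favoured by that choice.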
